# Gene body methylation evolves during the sustained loss of parental care in the burying beetle

**DOI:** 10.1038/s41467-024-50359-0

**Published:** 2024-08-04

**Authors:** Peter Sarkies, Jennifer Westoby, Rebecca Mary Kilner, Rahia Mashoodh

**Keywords:** Social evolution, Epigenomics

## Abstract

Epigenetic modifications, such as 5-methylcytosine (5mC), can sometimes be transmitted between generations, provoking speculation that epigenetic changes could play a role in adaptation and evolution. Here, we use experimental evolution to investigate how 5mC levels evolve in populations of biparental insect (*Nicrophorus vespilloides*) derived from a wild source population and maintained independently under different regimes of parental care in the lab. We show that 5mC levels in the transcribed regions of genes (gene bodies) diverge between populations that have been exposed to different levels of care for 30 generations. These changes in 5mC do not reflect changes in the levels of gene expression. However, the accumulation of 5mC within genes between populations is associated with reduced variability in gene expression within populations. Our results suggest that evolved change in 5mC could contribute to phenotypic evolution by influencing variability in gene expression in invertebrates.

## Abstract (web summary)

It’s largely unknown whether heritable, but non-genetic, changes can affect evolution. This study shows that changes in epigenetic modifications that evolve in burying beetles are associated with altered variability in gene expression, potentially influencing adaptation.

## Introduction

There has been increasing interest in the idea that epigenetic mechanisms could participate in evolutionary change^1–5^. Epigenetic mechanisms are the biochemical marks (*e.g*., DNA methylation, histone modifications, small non-coding RNAs) that can respond to environmental signals and regulate gene expression^6,7^. A hypothesised role for epigenetics in adaptation and evolution is driven primarily from recent work in plants and animals demonstrating the capacity for transgenerational epigenetic inheritance via epigenetic modifications^8–19^. This has led to speculation that epigenetic changes could act as drivers or initiators of the early stages of evolutionary adaptation^1,3^ providing a possible mechanism for plasticity-led evolution^20,21^. Moreover, there have been several observations of population-level differences in epigenetic marks between closely-related species^9,13,18,22^ and between locally adapted wild populations in a range of diverse taxa^10–17,19^, which are often correlated with local abiotic environmental conditions.

The accumulation of epigenetic changes is suggestive of a potential role in adaptation to changing environments but lacking in plausible causal mechanistic evidence. There are a number of pathways through which epigenetic marks could participate in adaptative processes and contribute to the emergence of population-level changes^1,5^. For example, epigenetic marks could be a by-product of transcriptional states or genetic sequence change^11,14,15^. In this scenario epigenetic modifications are effectors and/or markers rather than drivers of the adaptive change. Thus, epigenetic modifications could result from a complex interplay between processes acting in the short- and/or long-term that are environmentally-induced, genetic or stochastic (i.e., random variation generated when environments are the same; epimutational)^1,23^. Crucially, how and when such changes occur would depend on the persistence, heritability and function of specific epigenetic modifications and the genomic regions they target during adaptation, which vary across species^24–26^.

DNA methylation, specifically 5-methylcytosine (5mC), is a highly conserved epigenetic mark across plants and animals. This involves the covalent addition of methyl groups to cytosine residues. In animals, 5mC is most prominent in the CG sequence context (CpG methylation; mCpG) which is added by DNA methyltransferases (DNMTs 1-3; e.g., for maintenance during cell division and de novo) and, in mammals, can be actively removed by ten-eleven translocation enzymes (TETs)^27^. Across arthropods, genome-wide levels of methylation tend to be generally lower than in vertebrates and are restricted to a subset of genes^24,28,29^. 5mC is predominantly found in the transcribed regions of genes, known as gene bodies suggesting important, yet still poorly understood, roles for 5mC in the species that carry this epigenetic modification^28,30^. Genes that possess high levels of 5mC are more likely to be moderately expressed housekeeping genes and exhibit well-positioned nucleosomes around the promoter region^29,31^. The high heritability of insect gene body methylation has led to speculation that it might be particularly sensitive to evolutionary change^32^ as has been shown in plants and other animals^11,19,23,26^. However, few studies have tested this explicitly. Moreover, many studies have failed to find a causal link between levels of gene expression and changes in 5mC that readily occur in response to various environmental conditions^29,33–36^, leading to the conclusion that environmentally-induced changes in gene body 5mC have limited effects on transcriptional outcomes in insects. Instead, it has been suggested that DNMTs in insects perform important functions in germline development, independent of 5mC control of transcription^37–41^.

Here we use experimental evolution to examine how patterns of gene expression and DNA methylation (5mC) are induced and evolve in populations of burying beetles as they adapt to a change in their social environment, namely the removal post-hatching parental care. Burying beetles possess single copies of DNMT1 and 3, which comprise a functioning 5mC system with levels of 5mC that are comparable to other arthropod species and^29,42,43^. Parental care (and its loss) has been associated with plasticity in both 5mC across multiple different genomic features including CpG islands, promoter/enhancer regions and transposable elements (TEs) and gene expression across a number of different species^33,44–47^. However, its role in insect 5mC and gene expression plasticity is still poorly understood.

In natural populations, burying beetle parents raise their young on a carrion nest formed from a small dead animal, such as a mouse or songbird. There is continuous variation in the level of post-hatching parental care supplied^48^. At one extreme, parents tend to their offspring throughout their development, whereas at the other extreme, parents abandon their offspring before hatching^49^. We exploited this natural variation in care to establish two types of experimentally evolving populations in the laboratory (each replicated twice), which varied only in the family environment that larvae experience during development, and where the same family environment was created for successive generations within populations. In Full Care populations (FC_POP_), parents remained with their young throughout development; whereas in No Care populations (NC_POP_), parents were removed just before their offspring hatched^50^. Previous work showed that that NC_POP_ populations rapidly adapted to a life without parental care such that by generation 13 the proportion of successful broods matched that of the FC_POP_ populations^50^. Adaptation to the loss of parental care was associated with a number of changes in morphology and behaviour. For example, NC offspring evolved relatively larger mandibles perhaps to help with feeding on the carcass in the absence of parents^48^, they hatched more synchronously^48^ and they cooperated more with each other^51^. Moreover, our whole-genome sequencing analysis of these populations indicates that that loss of care induced strong directional selection and divergence at multiple gene loci^52^.

Here, we used experimental evolution to analyse the causes and functional consequences of evolved changes in gene body 5mC and investigate its potential role in adaptive evolution and behavioural change. We characterised the extent to which epigenetic changes respond to an initial change in the environment, and investigated the degree to which such changes might persist and be correlated with changes in gene expression in populations adapted to a changed social environment. To distinguish between evolved and environmentally-induced changes, we used a common garden approach. Offspring from the evolving populations were exposed to the reciprocal parental environment, as well as to the parental environment under which they had evolved (see Fig. 1a for experimental design summary). This enabled us to determine whether gene body 5mC levels evolve in response to the experimental loss of post-hatching care, and if so, whether these changes were associated with population differences in transcription (either absolute levels of RNA or variability in RNA expression between individuals) and/or genetic sequence divergence at methylated genes. Here, we show that changes in 5mC that accrue between populations is associated with reduced variability in gene expression within populations, rather than changes in the level of gene expression between populations.

**Fig. 1:**
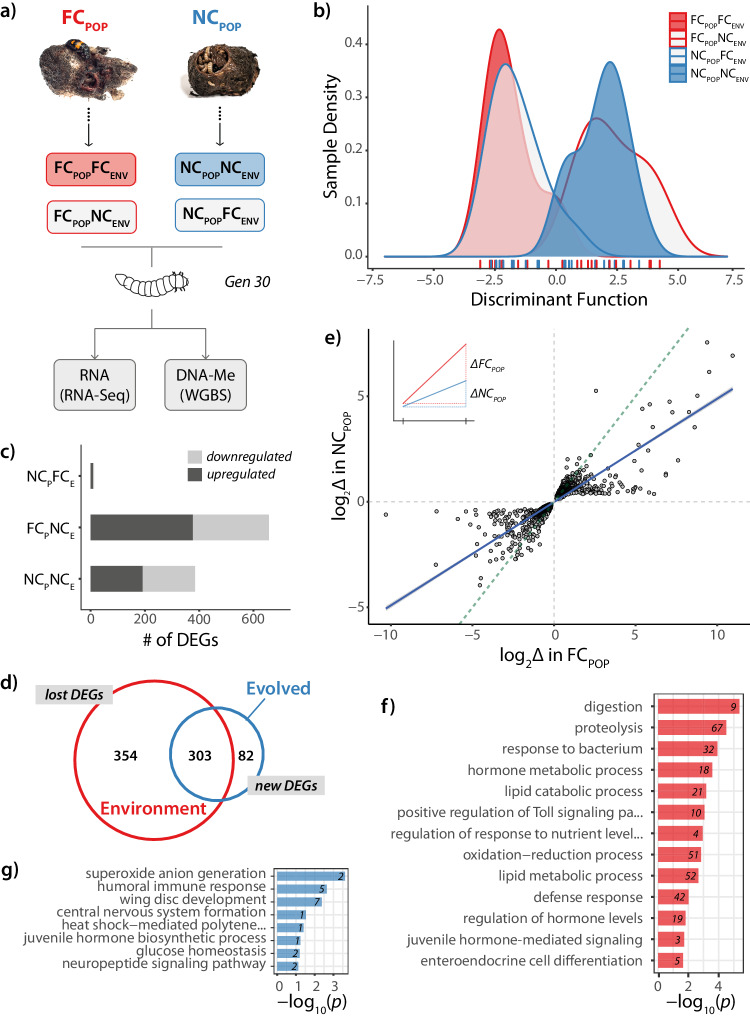
Gene expression diverges in response to the sustained removal of care. **a** Summary of sampling from experimentally evolving populations and sequencing strategy. Larval heads from Full Care (FC_POP_) and No Care (NC_POP_) populations in native (FC_POP_FC_ENV_; NC_POP_NC_ENV_) and reciprocal environments (FC_POP_NC_ENV_; NC_POP_FC_ENV_) were sampled and used to measure gene expression (RNA-Seq) and DNA methylation (whole-genome bisulfite sequencing; WGBS). **b** Density plots of discriminant function values for each family indicating that variation in gene expression is primarily due to the current social environment (*p* < 0.0001; generalised linear model; *n* = 12 biological replicates per condition). **c** Number of differentially expressed genes (DEGs) relative to the FC_POP_FC_ENV_ group. **d** Venn diagram indicating degree of overlap between DEGs induced after one generation’s exposure to NC_ENV_ (environmental) versus 30 generations exposure to NC_ENV_ (evolved). **e** Scatterplot showing the correlation between log-fold changes (log_2_Δ) in the response to a NC_ENV_ within each population for overlapping DEGs (slope = 0.489, *p* < 2.2 × 10^−16^; generalised linear model). **f** Gene ontology (GO; biological processes) enrichment for a single generation upon exposure to a NC_ENV_ and **g** GO terms for “new” DEGs after 30 generation’s exposure to NC_ENV_. Only GO terms with FDR-corrected *p* < 0.05 are shown (Fisher’s exact tests). Numbers indicate a number of genes associated with that category.

## Results

### Differential gene expression in response to the sustained removal of care

Differences in gene expression between the populations could be due to evolved differences (stable) or the recurrent exposure of the different care regimes imposed on the populations, which could be transient and/or reversible. 

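Heads of first-instar larvae of *Nicrophorus vespilloides*, a burying beetle that breeds on small carcasses, were sequenced (polyA-selected RNA) from families of populations that had evolved with parental care (FC_POP_) or without it (NC_POP_). Each population was kept as 2 replicate lines, 1 in each block, so that F1 and N1 belong to block 1 and F2 and N2 to block 2. Larvae of generation 30 were collected 80 h after pairing, and in the no care environment (NC_ENV_) both parents had been removed at 53 h. Each library held RNA from 4 heads of 1 family. The deposited table held 46 libraries, with 12 of FC_POP_FC_ENV_, 11 of FC_POP_NC_ENV_, 11 of NC_POP_FC_ENV_ and 12 of NC_POP_NC_ENV_, and 5 or 6 of each group in each block. The paper's methods give 12 for NC_POP_FC_ENV_.
The authors trimmed the reads, mapped them with HISAT2, quantified genes of the RefSeq annotation with StringTie and deposited a whole number per gene and library, without normalization. The totals of these counts ran from 108418440 to 136956219 in FC_POP_FC_ENV_ (median 121980630), from 106519026 to 126570091 in FC_POP_NC_ENV_ (median 113278394), from 108993615 to 128952691 in NC_POP_FC_ENV_ (median 118991680) and from 102719698 to 145666277 in NC_POP_NC_ENV_ (median 113727766). The paper gives its depth as 30x, and the values used here are these totals. Low values gathered at multiples of 4, which made up 39.8% of the values from 1 to 100 against 25% of whole numbers, and the totals are therefore given as sums of the deposited values, not as numbers of reads. The 242 pairs of libraries within a group were compared to look for copies of a library, and none was found.
Of 13761 genes, the 11777 with at least 15 counts in at least 10% of the libraries were tested. Counts were normalised by TMM and fitted in 1 model of the 4 groups with the block as a covariate (edgeR's quasi-likelihood test). A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log_2_ fold change of at least 1. Fold changes were not shrunken beyond the prior count that the fit adds, and the filter, the threshold and shrinkage of the fold changes can each change the number of DEGs. The standard error of a gene's log_2_ fold change is its absolute value divided by the square root of the test's F statistic. Products were known only for the 82 genes of Supplementary Data 1, and the gene table used here named no scaffold, so positions are not given. Methylation was not analysed here.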

To distinguish between these alternatives, we sampled populations in their native (FC_POP_FC_ENV_ and NC_POP_NC_ENV_) as well as reciprocal environments (FC_POP_NC_ENV_ and NC_POP_NC_ENV_) (see Methods). Since all beetles in this study were derived from the same source population^50,52^, this design also enabled us to use the response of the FC_POP_ in a NC_ENV_ as a proxy for the initial response to the loss of care, allowing us to compare it to the response to NC_ENV_ after 29 generations of experimental evolution (NC_POP_). To characterise the source of genome-wide variation in first-instar larval gene expression between our populations quantitatively, we conducted a discriminant analysis of principal components (DAPC), which is an extension of principal component (PC) analyses that collapses PCs into a single measure of variation, using all expressed genes (*n* = 12,772) within all samples. 

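Each library was placed on a discriminant function of NC_ENV_ against FC_ENV_, built without that library from the first 10 principal components of the regularised log values of the tested genes. The components themselves came from all 46 libraries, so a library was left out of the function alone. Scores are in units of the SD within an environment, and positive scores lie on the NC_ENV_ side. The mean score was −2.28 ± 1.51 (SD, n = 12) in FC_POP_FC_ENV_ and 2.90 ± 1.32 (SD, n = 11) in FC_POP_NC_ENV_. It was −2.19 ± 0.912 (SD, n = 11) in NC_POP_FC_ENV_ and 1.64 ± 1.08 (SD, n = 12) in NC_POP_NC_ENV_. Only 2 of the 46 libraries, F2_26 and F2_32 of FC_POP_FC_ENV_, fell on the other side from their environment, at 0.525 and 0.111. In a linear model of population, environment, their interaction and block, the environment effect averaged over both populations was 4.51 (standard error 0.367; two-sided Freedman-Lane permutation test, p = 1e-05, the smallest that 100000 permutations can give, and 4e-05 after Benjamini-Hochberg adjustment over the 4 effects). The population effect was −0.594 (standard error 0.367, p = 0.114, adjusted p = 0.151 from the same permutation test with Benjamini-Hochberg adjustment). The interaction was −1.34 (standard error 0.733, p = 0.0749, adjusted p = 0.150 from the same permutation test with Benjamini-Hochberg adjustment), that is, a smaller shift in NC_POP_ that did not pass 0.05. The permutations moved families, so these p-values measure spread among families and not among the 2 lines of each population. The interaction depended most on the scale of the values: with log_2_ CPM in place of regularised log values it was −1.98 (p = 0.0106, adjusted p = 0.0211 from the same permutation test with Benjamini-Hochberg adjustment), and with a function built on the native groups alone it was −1.85 (p = 0.0419, adjusted p = 0.0559 from the same permutation test with Benjamini-Hochberg adjustment).

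**Figure D1:**
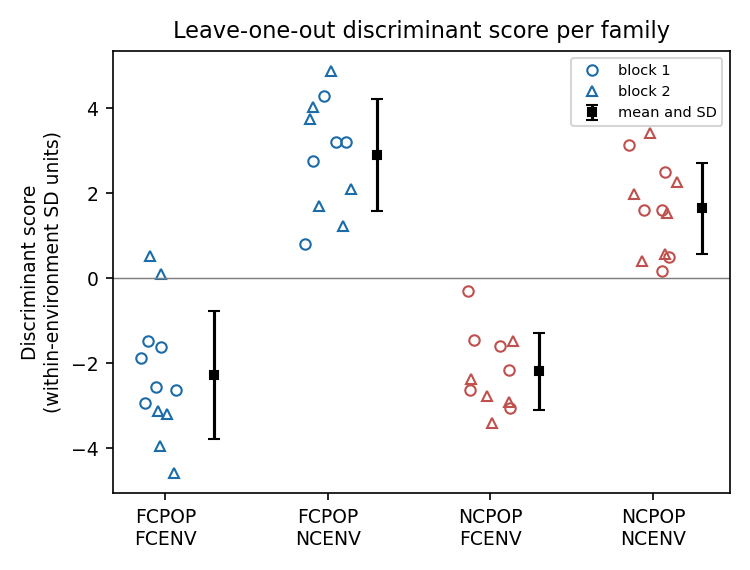
Leave-one-out discriminant score of each library (vertical axis, in SD within an environment) by population and environment, with circles for block 1, triangles for block 2, and squares and bars for the mean and SD of each group. The FC_ENV_ groups centre at −2.28 and −2.19 and the NC_ENV_ groups at 2.90 and 1.64.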

The removal of care was significantly associated with a shift in gene expression (environment posterior mean = 4.22, 95% CI = [3.35, 5.15], *p*_MCMC_ < 0.001; Fig. 1b) and this response was true whether individuals were derived from the FC or NC populations, as there was no effect of population (population posterior mean = 0.27, 95% CI = [−0.63, 1.20], *p*_MCMC_ = 0.576) nor an interaction between population of origin and the current environment (posterior mean = −7.91, 95% CI = [−2.12, 0.40], *p*_MCMC_ = 0.210). 

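The block term of the score model was −0.167 (standard error 0.367, two-sided permutation test, p = 0.653). The difference in mean score between NC_ENV_ and FC_ENV_ was 4.19 in block 1 and 4.79 in block 2. By line it was 5.04 in F1, 5.31 in F2, 3.45 in N1 and 4.28 in N2, so that both NC_POP_ lines shifted less than both FC_POP_ lines, with 1 line of each population in each block. With the function built on the native groups alone, the block term was −1.12 (p = 0.0149, adjusted p = 0.0298 from the same permutation test with Benjamini-Hochberg adjustment over the 4 effects). Across all tested genes, the log_2_ response to the loss of care, averaged over the populations, had a correlation of 0.857 between the blocks, taken across genes, which are not independent replicates.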

Further, each replicate responded to the care treatment in a similar way, since there was no effect of block on gene expression plasticity (posterior mean = 0.03, 95% CI = [−0.6, 0.72], *p*_MCMC_ = 0.940). 

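In a permutational multivariate analysis of variance on the distances between the 46 libraries over all tested genes, the environment accounted for 25.2% of the variance (p = 1e-05, the smallest these permutations can give). The population accounted for 2.41% (p = 0.164, permutation test), the block for 3.76% (p = 0.0440, permutation test) and the interaction for 1.69% (p = 0.354, permutation test). With log_2_ CPM, the environment and the population accounted for 20.9% and 2.71%.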

Taken together, these results suggest that while there were large environmental shifts in gene expression in response to the initial loss of parental care, evolved changes in gene expression in response to the sustained loss of care were likely to be more subtle and/or involve smaller subsets of genes. For example, adaptation to the loss of care following experimental evolution could involve a change in the total number of genes being responsive to the loss of care and/or the same genes changing in the magnitude of their response to the loss of care.

To investigate these possible differences in more detail, we performed differential expression analyses using FC_POP_FC_ENV_ as the reference population to estimate the number of differentially expressed genes (DEGs) across conditions. 

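In the FC_POP_, 831 of the 11777 tested genes were DEGs between the 11 NC_ENV_ and the 12 FC_ENV_ libraries, 511 with higher and 320 with lower expression in NC_ENV_. Without a minimum fold change, 4102 genes passed the adjusted p of 0.01. The count moved most when the blocks were analysed separately, with 292 DEGs in block 1 and 412 in block 2. The largest rise was that of LOC108566663, from 0.037 ± 0.061 CPM (SD, n = 12) to 127 ± 217 (SD, n = 11), a log_2_ fold change of 11.54 (standard error 1.39, adjusted p = 1.18e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its deposited counts ran from 0 to 26 in FC_POP_FC_ENV_ and from 292 to 74651 in FC_POP_NC_ENV_. LOC108566662, the preceding record of the annotation, rose by a log_2_ fold change of 10.46 (standard error 1.31), and LOC108566664, a pseudogene, is the record that follows. These 3 records do not overlap in the annotation, and whether reads were divided among them was not tested. The largest fall was that of LOC108566044, with a log_2_ fold change of −11.94 (standard error 2.13, adjusted p = 1.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts in FC_POP_FC_ENV_ ran from 0 to 5866 with a median of 5, so that this fall rests on a part of the control libraries. LOC108562069 fell from 77.0 ± 103 CPM (SD, n = 12) to 0.351 ± 0.275 (SD, n = 11), a log_2_ fold change of −7.74 (standard error 1.34).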

We found that 657 genes were differentially expressed when parental care was removed for the first time in the FC_POP_ (*n* = 657; all log_2_ fold changes > 1; Fig. 1c). By contrast, in the NC_POP_, which had experienced a NC_ENV_ for the previous 29 generations, 385 genes were differentially expressed which is a significant reduction in response (*X*^*2*^(3, *n* = 12,772) = 21,558, *p* < 2 × 10^−16^). Therefore, the response to the loss of care involved fewer DEGs in the NC_POP_ than FC_POP_ suggesting the response to the loss of care was blunted following experimental evolution. 

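Between the 12 NC_POP_NC_ENV_ and the 12 FC_POP_FC_ENV_ libraries, which differ in both population and environment, 442 genes were DEGs, 265 with higher and 177 with lower expression in NC_POP_NC_ENV_. At the adjusted p alone, 2690 genes passed. The response within the NC_POP_, from 11 NC_POP_FC_ENV_ to 12 NC_POP_NC_ENV_ libraries, comprised 272 DEGs, 160 higher and 112 lower, and 2366 genes passed the adjusted p alone. The 272 DEGs became 450 when N2_08 of NC_POP_NC_ENV_ was left out, 440 without N1_29 and 431 without N1_27, both of NC_POP_FC_ENV_. With fold changes shrunken by ashr, DESeq2 called 164 genes, 66 higher and 98 lower. LOC108561804 had the largest fall within the NC_POP_ among genes passing both thresholds, from 353 ± 318 CPM (SD, n = 11) to 18.8 ± 28.0 (SD, n = 12), a log_2_ fold change of −4.41 (standard error 0.893, adjusted p = 1.98e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In block 2 alone its fall of −3.38 did not pass the threshold (adjusted p = 0.0738 from the same test and adjustment).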

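The order of the counts depended on the block. In block 1 alone, 632 genes were DEGs between NC_POP_NC_ENV_ and FC_POP_FC_ENV_, against 292 between FC_POP_NC_ENV_ and FC_POP_FC_ENV_. In block 2 alone the counts were 58 and 412. The counts within the NC_POP_ were 134 in block 1 and 139 in block 2, below those within the FC_POP_ in each block. Their directions differed, with 54 higher and 80 lower in block 1, and 111 higher and 28 lower in block 2. The difference in response between the populations was tested gene by gene as an interaction. No gene passed the thresholds (lowest adjusted p = 0.526, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 940 genes had an unadjusted p under 0.05, where 589 are expected by chance. Of 100 shuffles of the population labels, the real labels included, 14 gave as many, so 940 was within their range. Such genes numbered 930 in block 1 alone, where 588 are expected, and 427 in block 2 alone, where 584 are expected. In DESeq2, 1 gene passed.

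**Figure D2:**
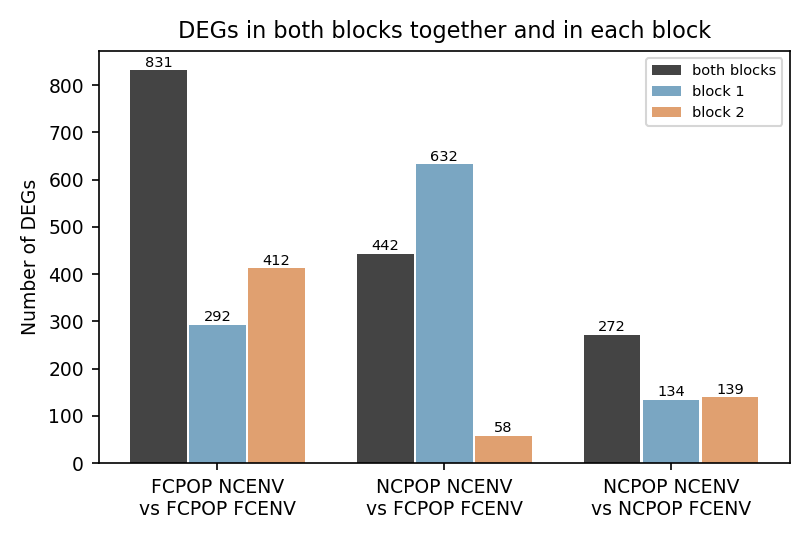
Number of DEGs (vertical axis) in 3 comparisons, with both blocks together and with each block alone. Block 1 has 292, 632 and 134 DEGs, and block 2 has 412, 58 and 139.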

Interestingly, when NC_POP_ parents were allowed to care for their offspring, there were minor differences (only 20 DEGs) when compared to the FC_POP_FC_ENV_, suggesting that gene expression in the NC_POP_ was not constrained by their exposure to divergent selection pressures during these generations.

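Between the 11 NC_POP_FC_ENV_ and the 12 FC_POP_FC_ENV_ libraries, 5 genes were DEGs, 3 higher and 2 lower in the NC_POP_. At an unadjusted p under 0.05 there were 887 genes, where 589 are expected by chance, and 24 of 100 splits of these libraries, the real one included, gave as many. DESeq2 called 15 genes, which was the alternative that moved the count most upwards, and block 2 alone gave 0 DEGs, with 1206 genes at an unadjusted p under 0.05. Across the 46 fits that each left out a library, the count ran from 3 to 8, with 8 without N1_23 of NC_POP_FC_ENV_ and 3 without F1_01, F1_04, F1_06, F1_15, F1_17, F1_20, F2_38, F2_47, N1_25, N1_26, N1_30, N1_32, N1_33, N2_01, N2_10 or N2_16. The 5 genes were named after their values were seen. LOC108566886 was higher, at 13.1 ± 3.21 CPM (SD, n = 11) against 5.79 ± 1.55 (SD, n = 12), a log_2_ fold change of 1.18 (standard error 0.160, adjusted p = 4.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC108564555 was lower by a log_2_ fold change of −2.81 (standard error 0.438), LOC108565522 by −2.38 (standard error 0.470), and the kainate receptor gene LOC108561581 was higher by 1.89 (standard error 0.369). LOC108557038 was listed at 0 in all FC_POP_FC_ENV_ libraries and averaged 0.566 ± 0.943 CPM (SD, n = 11) in NC_POP_FC_ENV_.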

Moreover, there was a significant overlap in identity of the genes being differentially expressed in FC_POP_NC_ENV_ compared to the NC_POP_NC_ENV_ (log_2_(OR) = 122.4265, *p* < 2.2 × 10^−16^), with many more changes being lost (*n* = 354) than being gained (*n* = 82; Fig. 1d; Supplementary Data 1). 

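Of the DEGs against FC_POP_FC_ENV_, 328 were shared by FC_POP_NC_ENV_ and NC_POP_NC_ENV_, 503 were called only in FC_POP_NC_ENV_ and 114 only in NC_POP_NC_ENV_. The odds ratio of the overlap was 61.9, a log_2_ odds ratio of 5.95 (Fisher's exact test, p = 4.45e-303, over genes that are not independent). Both comparisons use the same control libraries, and chance values of those controls alone make calls overlap. When 6 of the 12 controls stood in for an unchanged NC_POP_NC_ENV_ group, 0 to 60 genes were shared over 20 draws (median 0), and when the libraries of both groups were simulated from the control means, 0 were shared in each of 20 simulations. In the draw with 60 shared genes the stand-in had 68 DEGs, and the simulated group had 0 DEGs throughout. These counts therefore cannot show how far shared controls raise the overlap of groups that respond. Over all tested genes, 86.9% of the log_2_ fold changes had the same sign in both comparisons, against 37.0% to 76.3% with the divided controls. All 328 shared genes had the same direction. The genes called in 1 comparison only mostly moved the same way in the other: 500 of the 503 did so in NC_POP_NC_ENV_, with a median absolute log_2_ fold change of 0.94 against 1.45 in FC_POP_NC_ENV_, and 111 of them passed the adjusted p of 0.01 there at any fold change. Of the 114, 112 moved the same way in FC_POP_NC_ENV_, with a median of 0.87 against 1.30. Each set was chosen by its larger value in 1 comparison, and in neither did a gene pass the interaction test. In block 1 alone, 110 genes were called only in FC_POP_NC_ENV_ and 450 only in NC_POP_NC_ENV_, the reverse order, and in block 2 alone 382 and 28. Without N2_08, the 114 genes became 224.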

To test whether this reflected possible changes in the overall strength of response by individual genes to a NC environment within each population, we extracted overlapping DEGs common to FC_POP_NC_ENV_ and NC_POP_NC_ENV_ (regardless of their log-fold change) and correlated the magnitude of environmental response (i.e., log-fold change when care is lost) within each population for each individual gene. This is the equivalent of comparing reaction norms on a genome-wide scale (See Fig. 1e inset). We predicted that if the magnitude of change in response to the loss of care was similar across populations, then we would expect fold-changes across overlapping genes to be highly correlated between the two populations, resulting in a slope close to 1. 

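The genes with an adjusted p under 0.01 in both FC_POP_NC_ENV_ and NC_POP_NC_ENV_ against FC_POP_FC_ENV_, at any fold change, numbered 2258. For each, the log_2_ fold change within the FC_POP_ was set against that within the NC_POP_. Of these genes, 99.9% had the same sign in both populations, and 2 had opposite signs. The correlation across genes was 0.926, and the least squares slope was 0.611, where genes are not independent replicates. The slope moved most with ashr-shrunken fold changes in DESeq2, to 0.338, and was 0.514 in block 1 and 0.835 in block 2. It became 0.812 when N1_29 of NC_POP_FC_ENV_ was left out.

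**Figure D3:**
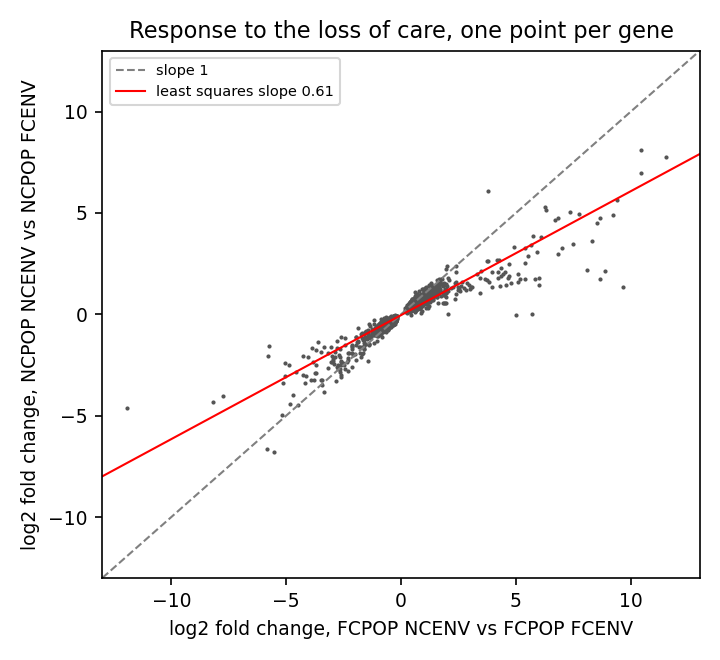
Log_2_ fold change from FC_ENV_ to NC_ENV_ within the FC_POP_ (horizontal axis) and within the NC_POP_ (vertical axis), with 1 point per gene, the line of slope 1 (dashed) and the least squares line (solid). The 2258 points follow a line of slope 0.611.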

We found that genes that were differentially expressed in response to a NC_ENV_ in both populations were positively correlated, with no evidence that genes switched direction of expression after evolving without parental care (slope = 0.489, *t*(3103) = 91.875, *p* < 2.2 × 10^−16^; Fig. 1e). However, the slope of this correlation was significantly less than a slope of 1 (*F*(2,3103) = 9176.4, *p* < 2.2 × 10^−16^). 

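Resampling libraries within group and block 100 times, with the dispersions held fixed, gave the slope a 95% interval of 0.447 to 0.925 (SD 0.131), which lies below 1. The slope of the FC_POP_ response on the NC_POP_ response was 1.40. When the population labels were shuffled among the families of each environment and block, which removes any difference between populations, the slope had a median of 0.816 over 99 shuffles and lay under 1 in 73 of them. With the real labels included, 7 of 100 fits gave a slope as low as 0.611.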

Taken together, this suggests that while there were similar gene sets affected by the removal of care across both populations, the magnitude of response was consistently lower in the NC_POP_ compared to the FC_POP_ at those genes.

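Of the same genes, 82.6% had a smaller absolute fold change in the NC_POP_ than in the FC_POP_. Among the 831 DEGs of the FC_POP_ response, 771 (92.8%) were smaller in the NC_POP_, and among the 272 DEGs of the NC_POP_ response, 146 (53.7%) were. For genes chosen by their response within each population the slope was 0.755, and among genes with a mean of at least 500 normalised counts, a limit chosen after seeing the data, it was 0.692. Over all tested genes the slope was 0.548, and by total least squares, which lets both values carry error, it was 0.640. From the overlap of the gene sets, the shared direction and a slope below 1, the paper proposes that the same genes respond to the loss of care in both populations and that they respond less strongly after evolution without care.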

We extracted significant gene ontology (GO) terms from each contrast and collapsed across significant, but highly redundant terms, to look for overarching patterns. This analysis revealed that changes in gene expression primarily occurred in three broad categories of genes: 1) stress and its cellular response, 2) immune function and 3) growth and development (see Fig. 1f for examples of GOs falling within these categories). These results suggest that whilst the initial response to the removal of care is associated with an upregulated stress response and increased immune defence, individuals selected under a NC regime expressed fewer genes associated with these two categories. Moreover, in the NC_POP_, these changes were accompanied by enhanced expression of genes associated with physiological and neurobiological development (Fig. 1g). 

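Supplementary Data 1 lists a kainate-type glutamate receptor gene and an orexin receptor gene. LOC108561581, annotated as glutamate receptor ionotropic kainate 2-like, was at 0.270 ± 0.125 CPM (SD, n = 12) in FC_POP_FC_ENV_, 0.514 ± 0.374 (SD, n = 11) in FC_POP_NC_ENV_, 1.02 ± 0.619 (SD, n = 11) in NC_POP_FC_ENV_ and 0.913 ± 0.600 (SD, n = 12) in NC_POP_NC_ENV_. Its log_2_ fold change between NC_POP_NC_ENV_ and FC_POP_FC_ENV_ was 1.75 (standard error 0.362, adjusted p = 2.73e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 12 NC_POP_NC_ENV_ libraries lay above the FC_POP_FC_ENV_ median. Within the NC_POP_ it did not respond to the loss of care (log_2_ fold change −0.14, standard error 0.357). LOC108567943, annotated as orexin receptor type 2-like, was lower in NC_POP_NC_ENV_, with a log_2_ fold change of −3.31 (standard error 0.988, adjusted p = 0.00799 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its deposited counts were near the floor, with a median of 6 in FC_POP_FC_ENV_ and 0 in NC_POP_NC_ENV_, where 8 of 12 libraries were at 0. It passed the threshold in neither block alone, with an adjusted p of 0.0371 in block 1 and 0.221 in block 2 from the same test and adjustment.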

Further examination of gene expression changes that emerged after 30 generations of exposure to a NC environment revealed an over-representation in the neurotransmission and neuropeptide categories (*e.g*., neuropeptide Y, orexin, and glutamate). For a full list of GO categories, see Supplementary Data 2.

### Differential methylation within genes in response to the sustained removal of care

We analysed methylomes of first instar burying beetle larvae and confirmed that 5mC was predominantly enriched in gene bodies and associated with genes with moderate to high transcription (see Supplementary Note and Figs. S1–S2). We, therefore, chose to focus on 5mC in gene bodies for subsequent differential methylation analyses. We performed analysis of differential 5mC levels across gene bodies (weighted mean of 5mC sites across a gene) to compare^1^ levels of 5mC between populations (evolved changes; sustained exposure to a NC_ENV_ over 30 generations) with^2^ 5mC levels induced by a single generation of exposure to a NC_ENV_ within the FC_POP_ (proxy for initial response) and^3^ 5mC within the NC_POP_ when exposed to a FC_ENV_ (population-specific responses to NC_ENV_). As has been previously reported, not all genes in the burying beetle have 5mC^29,43^. Therefore, we clustered average weighted 5mC (calculated across the entire gene body), identified two distinct distributions of 5mC states within genes (see Methods) and focussed our analyses on those that were classified as 5mC-containing (Fig. S3a, *n* = 4431; 39% of genes for which 5mC was present for 85% of samples). These genes were also more highly expressed (W = 9161933, *p* < 2.2 × 10^−16^, Fig. S3b). Consistent with previous findings^29^, genes orthologous to housekeeping genes in *Drosophila melanogaster* displayed higher 5mC levels than those that were not housekeeping gene orthologs (*p* < 2.2 × 10^−16^, Wilcoxon Test; Fig. S3).

We first compared the environmental response to a NC environment (within the FC_POP_) to the response 30 generations later (evolved differences). Removal of care in response to one generation of a NC_ENV_ resulted in 1486 genes with altered 5mC levels, whereas we found 1530 differences when comparing the evolved response to the sustained loss of care (all genes FDR-corrected *p* < 0.01). We also assessed the overall false discovery rate empirically by randomly shuffling samples between conditions 1000 times and extracting the number of differentially methylated genes (DMGs) after FDR correction at each shuffle. The number of DMGs detected in each comparison far exceeded the number that would be expected at random (*p*_FDR_ = 0 for both comparisons; Fig. 2a). Moreover, although there was some overlap in response to the removal of care within each population (overlap of 741 DMGs; log_2_(OR) = 1.8, *p* < 2.2 × 10^−16^), a proportion of these changes remained specific to populations (Fig. S5). Taken together, this suggests that 5mC levels likely arise through both environmental and population-specific differences.

**Fig. 2:**
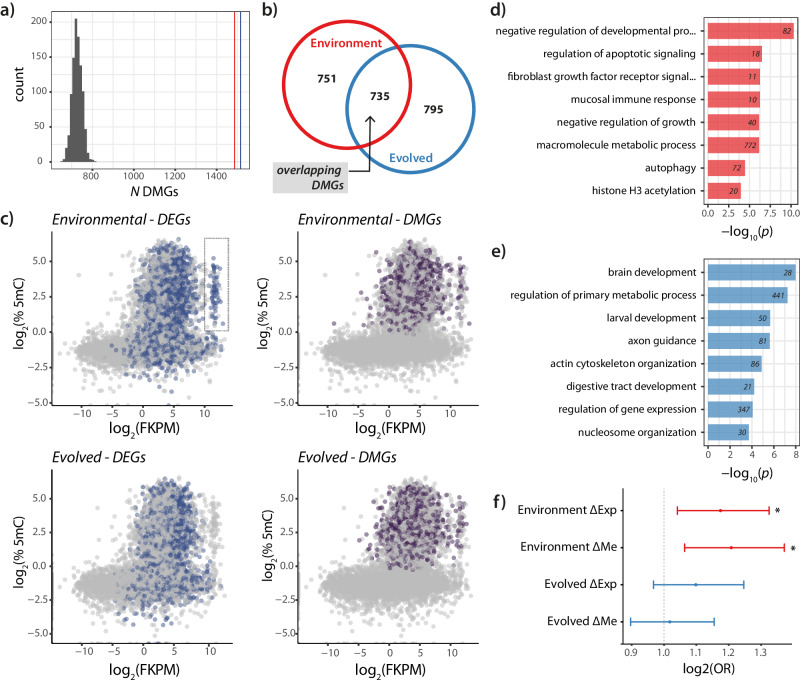
5mC levels of gene bodies diverges in response to the sustained removal of care. **a** Histogram of number of differentially methylated genes (DMGs) passing FDR-correction when samples are shuffled randomly (binomial generalised linear model). Vertical lines indicate the number of DMGs found between environmental (single exposure to NC_ENV_; red; n = 7 biological replicates) and evolved contrasts (30 generations of exposure to NC_ENV_; blue; n = 7 biological replicates). **b** Venn diagram indicating the degree of overlap between environmental and evolved DMGs. **c** The relationship between gene expression (FKPM) and percent CpG methylation (% 5mC) for all genes analysed for environmental (top) and evolved (bottom) contrasts. Colours indicated differentially expressed genes (DEGs; blue) and DMGs (purple) for each contrast. **d** Gene ontology (GO; biological processes) enrichment for response to the loss of care DMGs after one generation’s exposure to NC_ENV_ (Fisher’s exact tests) and (**e**) after 30 generations of exposure to NC_ENV_. Only GO terms with FDR-corrected *p* < 0.05 are shown (Fisher’s exact tests). Numbers indicate number of genes associated with that category. **f** Enrichment scores (and 95% confidence intervals) for associations between differential expression (ΔExp) and differential methylation (ΔMe) in housekeeping genes (Fishers exact test, *indicates FDR-corrected *p* < 0.0001).

### Differential levels of 5mC within genes and transcriptional change

Of the DMGs that were altered in response to a single generation of exposure to NC, 51% were associated with differences in gene expression at those genes (log_2_(odds-ratio; OR) = 1.21, *p* = 0.003). However, after 30 generations, 49% of DMGs were associated with gene expression differences and this was not significant (log_2_(OR) = 1.16, p = 0.27). Both overlaps occurred at chance levels (49% vs 51%), suggesting limited associations between differential levels of 5mC (DMGs) and gene expression (DEGs), and any differences in p-value reflected the extreme response in gene expression (i.e., more DEGs) when care was lost for the first time in the FC_POP_. GO term enrichment analysis revealed that genes with different 5mC levels after a single exposure to the loss of care were enriched in stress and growth reduction pathways (Fig. 2d). Genes with different levels of 5mC in the evolved response to a NC_ENV_ were enriched in biological processes related to growth and brain development (Fig. 2e; see Supplementary Data 2 for a full list of GO terms). Furthermore, genes with differential 5mC levels and differentially expressed in response to the removal of care (environmental shift) were significantly enriched for housekeeping genes compared to evolved changes (FDR-corrected *p* < 0.05, Fisher’s Test; Fig. 2f). Interestingly, this enrichment was lost in genes that were differentially expressed when comparing the two evolved populations (Fig. 2f). Given the high degree of overlap in DMGs induced by the environment compared to the evolved response to the NC_ENV_ (48%; Fig. 2b), we hypothesised that the latter set of changes might reflect environmentally-induced changes that persist despite changes in expression becoming dampened (i.e., 5mC levels reflect ancestral rather than current transcriptional state).

To investigate this idea further, we highlighted genes with different 5mC levels on density plots describing the relationship between expression (FKPM) and average methylation for all genes. We identified a cluster of genes that showed different levels of 5mC but that had lost differential expression after 30 generations of sustained exposure to NC (Fig. 2c). Differential 5mC in this cluster (outlined in Fig. 2c) is associated with differential gene expression in populations exposed to NC for one generation (log_2_(OR) = 1.91, *p* = 0.01) but showed no association in the evolved response (log_2_(OR) = 0, *p* = 4.279e-05). These genes also had different 5mC levels at this cluster when the NC_POP_ were exposed back to the FC_ENV_ for a single generation suggesting they are environmentally induced (*i.e*., not inherited genetically) (Fig. S6). We performed a GO analysis on this cluster and found these genes were almost exclusively enriched in ribosome biogenesis, protein translation and transport processes (see Fig. 2f and Supplementary Data 2). This further suggests that some DMGs can be transient, while other changes can persist, which do not appear to correspond to changes in gene expression induced by the persistent removal of care. In other words, changes in 5mC occur independent of changes in transcription levels.

We then asked if DMGs that were initially responsive to the environment could become fixed evolved differences, that were no longer environmentally sensitive. We reasoned that such changes would not be reversed when NC_POP_ were provided with a FC_ENV._ There were 273 DMGs (18% of all evolved DMGs) that were differentially methylated in the evolved populations that were not reverted by exposure of the NC_POP_ to a FC_ENV_. While these genes were enriched in defense, cellular and RNA metabolic processes, they were not significantly associated with gene expression changes in larvae (log_2_(OR) = 0.97, *p* = ns). This raises the possibility that some heritable changes in 5mC levels could become fixed during adaptive divergence, whereas others are due to recurrent induction by the same environment for generation after generation. Regardless of their origin, changes in 5mC levels did not appear to be associated with evolved changes in gene expression levels.

### Increased 5mC at genes is associated with reduced variability in gene expression

The preceding analyses showed that methylation levels diverged between populations exposed to different regimes of care. However, such changes in 5mC could reflect changes at a few random individual CpGs or a co-ordinated change across multiple CpGs within the same gene. The latter could reflect a gene-level process governing shifts in gene methylation which could have implications for function and the scope for adaptation. This raises the possibility that, in addition to 5mC levels varying across populations within a core subset of genes, genes might also acquire and/or lose methylation over evolutionary time. To identify such genes directly, we first identified which genes possessed 5mC in the two populations separately (see Methods; Fig. S7). There was a high degree of overlap in the genes that were consistently classified as having 5mC in both populations (NC_POP_: *n* = 4215, FC_POP_: *n* = 4189); however, we identified a small fraction of genes that had 5mC in FC_POP_ and not in NC (*n* = 171), and a smaller number that had 5mC in NC_POP_ and not in FC_POP_ (*n* = 217). We then sought to determine whether such changes were specific to evolved versus environmental conditions. We reasoned that if 5mC levels changed in a coordinated fashion within genes, there would be a higher correlation in 5mC levels between CpGs within genes, than between random pairs of CpGs between methylated genes, which we tested by seeking correlations between randomly chosen subsets of genes. We found that correlations between CpGs were higher within methylated genes than *between* methylated genes, indicating that 5mC varies in a coordinated way within genes that are considered methylated (Fig. 3a). Similarly, methylated genes that were unique to each population exhibited a higher correlation between CpGs than would be expected if CpG changes were randomly distributed between genes. However, genes that were unique to a single exposure of a NC_ENV_ did not show these high correlations between CpG sites within genes. This suggests that evolved changes involve more coordinated changes amongst CpGs within the same genes, whereas short-term environmentally-induced shifts in methylation likely reflects perturbations in individual CpGs that are sparsely distributed across genes (Fig. 3a).

**Fig. 3:**
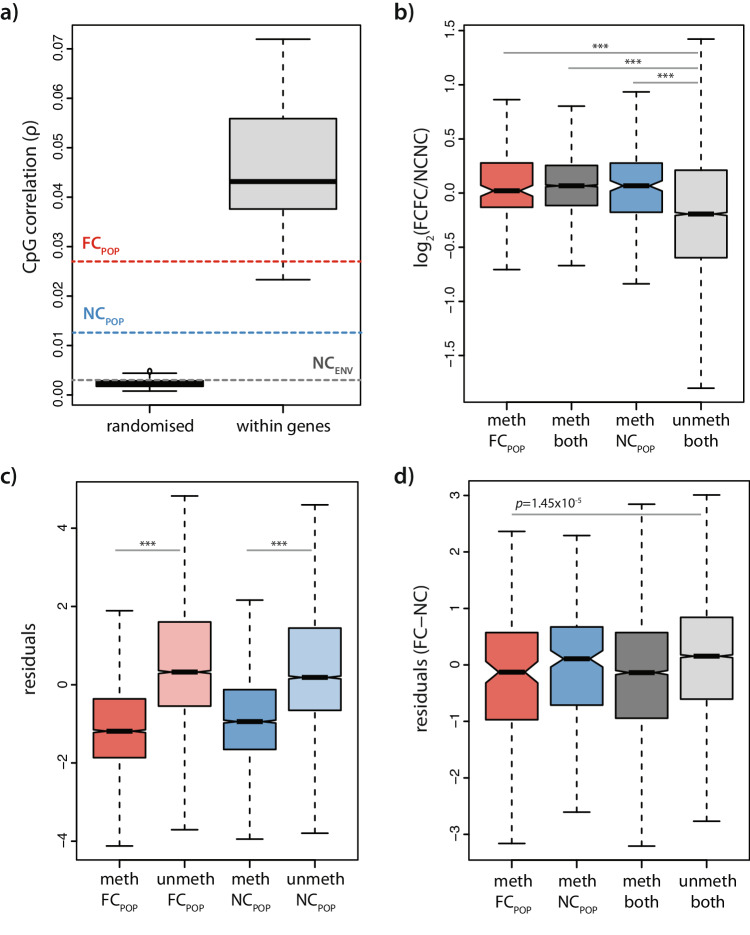
Population-specific methylation is associated with reduced variability in gene expression. **a** Boxplot of correlations coefficients between CpGs either within genes or between pairs of CpGs in different genes in random subsamples of methylated genes. Dotted lines represent average correlation coefficient for CpGs within a gene across all environment-specific (grey) and FC_POP_-specific (red; *n* = 171 genes across *n* = 3 biological replicates) and NC_POP_-specific (blue; *n* = 217 genes across *n* = 4 biological replicates) methylated genes. **b** Methylation status of genes increases gene expression. Methylation of genes specific to NC_POP_ or FC_POP_ had similar levels of gene expression (two-sided Wilcoxon test; *** *p* < 2.2 × 10^−16^). **c** Gene expression variability (residuals) was significantly lower in methylated genes specific to each population compared to unmethylated genes (*n* = 9242; two-sided Wilcoxon test; *** *p* < 2.2 x 10^−16^). **d** Genes that are methylated in FC_POP_ (*p* = 1.45 × 10^−5^) but not N_POP_ (*p* = 0.45) have reduced relative expression variability (FC_POP_ – NC_POP_) relative to unmethylated genes (two-sided Wilcoxon test). Data are presented as boxplots. Horizontal lines (bold and black) represent the median. The lower and upper edges of the boxplot represent the interquartile range. Whiskers extend between the highest and the lowest data points within 1.5 times the interquartile range from the median.

Having established that coordinated changes affected the methylation status of genes, we next tested the consequences of such changes on transcription. As expected, methylated genes tended to have generally higher expression than unmethylated genes (*p* < 2.2e-16, Wilcoxon unpaired test). However, genes that were methylated only in the FC_POP_ were not more highly expressed in FC_POP_ relative to NC_POP_, and genes methylated only in NC_POP_ were not more highly expressed in NC_POP_. Thus, a change from methylated to unmethylated states was not associated with a change in the expression of those genes (Fig. 3b). This is consistent with our previous analyses showing a lack of association between changes in methylation and gene expression (Fig. 2).

We next asked if methylation could affect transcriptional variability. In other invertebrates, reduced gene expression variability is associated with 5mC in gene bodies^29,53,54^, which was also true for this species (Fig. S8). To investigate gene expression variability in our populations we first modelled the relationship between mean expression and the coefficient of variation (CV^2^) at each gene for each population with a loess function using the samples from our RNA-sequencing analyses (see Methods). We then calculated expression variability for each gene by comparing its CV^2^ to its predicted CV^2^ on the basis of its mean expression (residuals; see Methods)^55^. 

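The CV2 of each gene was computed from counts divided by DESeq2 size factors over the 12 FC_POP_FC_ENV_ and the 12 NC_POP_NC_ENV_ libraries, and the residuals came from a loess of log_2_ CV2 on log_2_ mean in each group. The median CV2 over 11764 genes was 0.0634 in FC_POP_FC_ENV_ and 0.0597 in NC_POP_NC_ENV_. The median log_2_ ratio of NC_POP_NC_ENV_ to FC_POP_FC_ENV_ was −0.077, and 47.4% of genes had the higher CV2 in NC_POP_NC_ENV_. This difference was within chance when the group labels were permuted within blocks (two-sided permutation test with 1000 permutations, p = 0.670). It moved most when the CV2 was computed within each block and averaged, to −0.17 (p = 0.370, permutation test). Within NC_ENV_, compared after the data were examined, the ratio of the NC_POP_ to the FC_POP_ had the other sign, at 0.17 (p = 0.412, permutation test). The residuals of the 2 groups had a Pearson correlation of 0.767 and a Spearman correlation of 0.707 across genes, which are not independent replicates. The division of genes by methylation was not used here.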

Genes that were methylated in both populations (unique and shared) showed consistently lower gene expression variability than unmethylated genes (*p* < 2.2e-16, Wilcoxon Unpaired test); Fig. 3c & Fig S9). Genes that were consistently methylated in the FC_POP_ and not in the NC_POP_ showed reduced variability in expression in the FC_POP_ relative to the NC_POP_ (*p* < 1.45e-5, Wilcox paired test; Fig. 3d). Genes that were methylated in the NC_POP_ but not in the FC_POP_, however, did not show increased variability in FC_POP_ than NC_POP_ (p = 0.45, Wilcox paired test). This was because methylated genes in the NC_POP_ showed slightly higher variability in FC than genes that were methylated either specifically in FC_POP_ or in both populations (*p* = 0.02, and *p* = 4e-44, respectively; Wilcox unpaired test). Overall, these data suggest that methylation reduces variability of gene expression and that these changes in variability were more extreme in the FC_POP,_ possibly owing to small increases in the extent of coordination amongst CpGs within those genes (Fig. 3a). Taken together, these data suggest an association between altered gene expression variability and altered tendency for genes to acquire 5mC.

An important question is what caused the differences in 5mC between the two populations. One hypothesis is that genetic differences could be responsible, such as single nucleotide polymorphisms (SNPs) that accumulate between the two populations. However, a very small proportion of genes (1%) that showed altered methylation had highly differentiated SNPs between the populations. Interestingly, genes with 5mC, in general, showed a reduced tendency to contain highly differentiated SNPs compared to genes that were not methylated in either population (Fisher’s test, *p* = 1e-15; Fig. S10). Thus, the majority of differences in the 5mC levels of genes we observed between the populations did not appear to be associated with divergence in DNA sequence.

## Discussion

A role for epigenetic processes in mediating some of the molecular events underlying adaptive divergence is the subject of intense interest and debate^1–4^. How and when such changes are adaptive would depend on the persistence, heritability and function of specific epigenetic modifications during adaptation. We show that DNA methylation and gene expression are each highly sensitive to the loss of parental care, both initially and after 30 generations of exposure. We observed evidence of coordinated changes that accrued over the generations between populations, with multiple CpGs changing within a gene, whereas environmentally induced changes tended to be less coordinated within the gene. Differences in 5mC, either environmental or evolved, were not associated with changes in the levels of gene expression. However, increases in 5mC were associated with reduced gene expression variability, and the magnitude of this response was greater when increases in 5mC were more correlated across CpGs within a gene. These data provide insights into the dynamics of how 5mC evolves in response to a change in the environment and the functions of 5mC within the bodies of transcribed genes.

### Transient and lasting changes in gene expression associated with differences in care

Levels of parental care can shape the development of a number of physiological and behavioural traits that persist throughout the lifespan, including key fitness-related traits such as lifespan, fecundity and survival^46,56^. Conversely, the removal of parental care is associated with disruptions to behavioural development via changes in gene expression across a number of different species^33,44,45,57^. Therefore, it is not surprising that the experience of a NC_ENV_ in burying beetles is the major source of variation in larval gene expression particularly in stress response pathways that disrupt growth and development. Adaptation to the loss of parental care in this species, on the other hand, appears to be associated with the evolution of a stress-tolerant phenotype because we observe^1^ reduced responsiveness of genes in the NC_POP_ to the NC_ENV_ (both in terms of expression levels and number of genes induced) and^2^ the appearance of a small number of changes that may compensate for stress-related gene expression. This is consistent with the idea that adaptation to stressful environments and/or challenges involves fine-tuning the balance between stress- and growth-related gene expression^58^.

We further inspected the genes that were differentially expressed in the NC_POP_ but not FC_POP_ in response to the NC_ENV_ (i.e., new DEGs; Supplementary Data 1). 

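All 82 genes of Supplementary Data 1 were found in the deposited counts, and 78 were among the tested genes. Between NC_POP_NC_ENV_ and FC_POP_FC_ENV_, 56 of the 78 passed the adjusted p and fold change thresholds, and 76 passed the adjusted p when it was adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Of the 78, 11 were also DEGs in FC_POP_NC_ENV_, and 45 were DEGs in NC_POP_NC_ENV_ alone. In FC_POP_NC_ENV_, 75 of the 78 had the same direction as in NC_POP_NC_ENV_. Between NC_POP_NC_ENV_ and FC_POP_NC_ENV_, the comparison of the populations without care, 1 of the 78 passed an adjusted p of 0.01 over all genes and 6 passed when adjusted over the list alone. In the test of the difference in response, 0 passed by either adjustment, and 3 had an unadjusted p under 0.05.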

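Supplementary Data 1 lists 4 genes annotated as cytochrome P450, and it does not say which of them the paper compares with *Cyp6a20*. LOC108560973, a P450 4C1-like gene, had the highest mean of them over all libraries, at 42.8 CPM. In FC_POP_NC_ENV_ the P450 9e2-like gene LOC108566901 was higher, at 44.4 ± 20.6 CPM (SD, n = 11). LOC108560973 was at 21.4 ± 15.8 CPM (SD, n = 12) in FC_POP_FC_ENV_, 38.8 ± 16.8 (SD, n = 11) in FC_POP_NC_ENV_, 31.2 ± 16.0 (SD, n = 11) in NC_POP_FC_ENV_ and 78.5 ± 48.8 (SD, n = 12) in NC_POP_NC_ENV_. Its log_2_ fold change between NC_POP_NC_ENV_ and FC_POP_FC_ENV_ was 1.86 (standard error 0.355, adjusted p = 1.02e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 12 NC_POP_NC_ENV_ libraries lay above the FC_POP_FC_ENV_ median. Against FC_POP_NC_ENV_ it was 1.01 (standard error 0.356, adjusted p = 0.123 from the same test and adjustment). The P450 9e2-like genes LOC108566901 and LOC108557937 had log_2_ fold changes of 1.23 (standard error 0.244) and 1.36 (standard error 0.295) against FC_POP_FC_ENV_. LOC108566901 responded alike in the FC_POP_, by 1.19 (standard error 0.246). The remaining P450 9e2-like gene, LOC108557953, was at 0.290 ± 0.247 CPM (SD, n = 12) in NC_POP_NC_ENV_, and its log_2_ fold change of 2.55 (standard error 0.793, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the threshold. Its fold change was 4.55 in block 1 and 0.40 in block 2. In block 2 alone the other 3 did not pass either, with adjusted p from 0.132 to 0.224 in the same test and adjustment. Reads that fit more than 1 of the 9e2-like genes could have been divided among them by the counting, and this was not tested.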

One striking change was the high expression of a cytochrome P450 gene which appears to be a homologue to the Drosophila *Cyp6a20* gene, the deletion of which has been associated with higher levels of aggression and reduced sociality^59^. Also, of particular interest was the differential expression of a number of odorant binding proteins. 

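Supplementary Data 1 lists 2 general odorant-binding protein genes. LOC108562103, annotated as 19d-like, was at 0.181 ± 0.237 CPM (SD, n = 12) in FC_POP_FC_ENV_, 0.162 ± 0.188 (SD, n = 11) in FC_POP_NC_ENV_, 0.605 ± 0.816 (SD, n = 11) in NC_POP_FC_ENV_ and 1.59 ± 1.75 (SD, n = 12) in NC_POP_NC_ENV_. Its log_2_ fold change between NC_POP_NC_ENV_ and FC_POP_FC_ENV_ was 3.03 (standard error 0.749, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 11 of 12 NC_POP_NC_ENV_ libraries lay above the FC_POP_FC_ENV_ median. Against FC_POP_NC_ENV_ it was 2.94 (standard error 0.827, adjusted p = 0.0488 from the same test and adjustment). It passed the threshold against FC_POP_FC_ENV_ in neither block alone, with an adjusted p of 0.0540 in block 1 and 0.0195 in block 2 from the same test and adjustment.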

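LOC108567230, annotated in Supplementary Data 1 as general odorant-binding protein 69a-like, was at 0.0153 ± 0.0337 CPM (SD, n = 12) in FC_POP_FC_ENV_, 0.115 ± 0.183 (SD, n = 11) in FC_POP_NC_ENV_, 0.0766 ± 0.174 (SD, n = 11) in NC_POP_FC_ENV_ and 0.178 ± 0.152 (SD, n = 12) in NC_POP_NC_ENV_. Its mean over all libraries lay at percentile 3.24 of the tested genes. The deposited counts were 0 in 8 of 12 FC_POP_FC_ENV_ libraries and at most 12 in the others, and in NC_POP_NC_ENV_ they had a median of 16 and a maximum of 57. The log_2_ fold change was 3.91 (standard error 1.05, adjusted p = 0.00360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 10 of 12 NC_POP_NC_ENV_ libraries above the FC_POP_FC_ENV_ median. At such counts the fold change may depend on the prior count of the fit, which was not varied. Against FC_POP_NC_ENV_ it was 1.67 (standard error 0.958, adjusted p = 0.390 from the same test and adjustment). It did not pass the threshold in block 1 (adjusted p = 0.0681 from the same test and adjustment) or in block 2 (adjusted p = 0.0737 from the same test and adjustment).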

One such highly expressed gene was a homologue to Drosophila *Obp69a* which is involved in social responsiveness to social experience as well as starvation^60,61^. Changes in the expression of both sets of genes was particularly interesting given that our previous studies have shown that adaptation to the loss of parental care is associated with a greater level of coordination among larvae^50,62^ and a shift from sibling conflict to cooperation^51^, both of which could aid larvae in locating and utilising the carcass resource in the absence of parents. Our previous whole-genome sequencing analyses of these populations suggest that at least some of the expression changes we observe involve sequence divergence at genes responsible for immunity, stress and behaviour as well as changes in regulatory regions and genes that can control transcription (e.g., transcription factors, co-factors, chromatin modifying enzymes etc)^52^.

### Differences in methylation levels associated with differences in care

We sought to determine if any of the observed changes in gene expression (at methylated genes) between our evolving populations could be due to 5mC. 5mC has been shown to be heritable in plants and, to some extent, in other animals^23,26,63,64^ – making it a potential candidate for the transmission of evolved epigenetic differences across generations. In rodent model systems, changes in gene expression in developing offspring in response to the loss of parental care have been shown to be, at least in part, mediated by changes in DNA methylation, most notably at promoter regions^24,36,40^. We show that gene body methylation of developing larvae is similarly sensitive to the loss of parental care and 5mC levels can diverge between populations.

Population differences in 5mC could reflect non-genetic inheritance of the epigenetic change, which has been shown to occur for 5mC in plants^23,63,65^. Some of these changes can be derived from environmental sources^64^. Moreover, previous work in *Arabidopsis* has shown that such changes can also arise via spontaneous epimutations that are propagated in stable environments^23^. Alternatively, these changes could be, at least partially, due to cis and/or trans DNA sequence divergence in response to experimental evolution^11,15,17,18,35^. For example, in sticklebacks, some but not all population-level variation in 5mC has been linked to divergence at *cis* or *trans-*acting loci^15,17^. In contrast, the number of differentially methylated regions between species of Darwin’s finches was correlated with phylogenetic distance but did not overlap with genetic differences^18^. Similarly, in our study, SNPs with large differences in allele frequencies between the populations, rarely overlapped with genes showing altered 5mC, suggesting that at least *cis*-acting DNA sequence change is unlikely to explain the majority of the differences we found in methylation. This is also consistent with our previous work using whole-genome sequencing, which showed significant genetic divergence between populations that did not overlap with any of the methylated genes described here^52^. These differences may reflect variation in 5mC systems and DNMT evolution across different lineages, which cause species-specific differences in where and how changes in methylation might accumulate^24,30,42,66,67^.

To what extent might population differences in 5mC be part of the process of adapting to different environments? There was no tendency for genes showing differential 5mC to be associated with changes in levels of gene expression between populations, suggesting that gene expression and DNA methylation are separately evolving processes. This is consistent with a growing body of work showing a lack of association between differences in invertebrate methylation (5mC that is primarily in gene bodies) and differences in gene expression across a number of different qualitatively different environmental exposures^29,33–36^. Though it is possible that any regulatory outcomes of 5mC on transcription depend on its positioning relative to nucleosomes and/or the combinatorial actions of other neighbouring epigenetic marks^29,68,69^. It is also possible that other more widespread epigenetic marks, such as specific chromatin modifications, could evolve and contribute to the genome-wide gene expression changes we observe here, both at methylated and unmethylated genes^70,71^. We did, however, observe a tendency for the variability of gene expression to change in association with changes in methylation. Genes that were methylated tended to have reduced variability. Previous work has documented a clear association between methylation and lower variability in gene expression in a number of arthropod species^29,53,54^; our study further suggests that this relationship may have a causal basis. Interestingly, the subset of genes that possesses gene body methylation has been highly conserved across invertebrate evolution, and the same orthologous genes tend to be methylated across most species^29^. However, there do appear to be subtle differences among species^29,35^ and it would be interesting to investigate whether genes that lose and/or gain methylation specifically in one species similarly show changes in expression variability.

Could the reduced variability associated with gain of methylation have a function in adapting to presence or absence of parental care? Interestingly, the tendency of methylated genes to show decreased variability was particularly pronounced in the FC population. This might reflect part of a key feature in the response to parental care. In caring for offspring, parents create benign nutrient-rich environments for their young, and in doing so can mask the accumulation of genetic of variation amongst individuals, a long-term consequence of which is reduced phenotypic variability within populations^52,72,73^. Therefore, the loss of expression variability observed here, in the presence of care, might be driven by the persistent exposure to abundant diets and/or stable environments^4^ and key housekeeping and growth-responsive genes accumulating 5mC. On the other hand, the loss of care (both evolved and environmental), led to more sparse changes in 5mC, an effect that might be mediated by disruptions to DNMT1 activity in response to cellular stress^7^. Although these changes were small, it suggests that genes might acquire and lose methylation at different rates depending on whether the environmental conditions incurred were benign or stressful. This may explain why 5mC in genes uniquely methylated in the NC population were not as coordinated within genes and exhibited a weaker association with expression variability compared to the FC population. These changes could have long-term consequences for the canalisation of gene expression networks in response to the loss of care^74^ as well as for fitness across the lifespan. For example, both increased transcriptional variability and methylation loss could underpin higher rates of aging in the absence of parental care and/or other stressors^75–77^. Changes in methylation might either directly provoke changes in variability or be a consequence of the transcriptional environment induced when care is present or absent. Moreover, the use of CRISPR-cas9 and RNAi mediated knockdown of insect DNMTs has revealed potentially interesting links between DNMT1 and reproduction in insects, functions that appear to be independent of 5mC^38–41^. It would, therefore, be interesting to test whether deletion of DNMTs affects the fitness benefits of parental care across the lifespan via the inappropriate loss of methylation and increased transcriptional variability.

In sum, we have found that most of the changes in 5mC levels we detected were predominantly environmentally induced and persisted only in the short-term. However, the epigenetic differences that accrued in 5mC between the two types of experimental populations were likely distinct from cis-acting DNA sequence variation and were related to functional changes in the variability of gene expression rather than levels of gene expression per se. This suggests that population differences in gene body 5mC might reflect gene expression variability within populations, which is known to be critical parameter in the evolution of resilience to stressful environments^58,78^. Taken together, these data provide insights into the interplay between environmental variation, the evolution of 5mC in gene bodies and functional outcomes in invertebrates.

## Methods

### Breeding design & Experimental Evolution

We analysed experimental populations of *Nicrophorus vespilloides* that had been evolving under different regimes of parental care, and which were founded from a genetically diverse population generated by interbreeding beetles from multiple wild populations across Cambridgeshire. These populations are described in detail in Schrader et al. ^50^. and comprise a total of 4 populations, two blocks (Block 1 and Block 2; separated by 1 week) containing two populations evolving with (FC_POP_) or without parental care (NC_POP_). On the 29^th^ generation, seventeen days after their emergence as adults, when individuals were sexually mature, we paired 15 males and females within each population (*n* = 30 pairs in total). Each pair was placed in a separate breeding box with moist soil and a thawed carcass (10-12 g). We then placed each breeding box in a cupboard, and allowed parents to prepare the carcass and for the female to lay the clutch of eggs. After 53 h, populations were split such that both parents were either removed (in keeping with the procedure experienced by the NC_POP_) or left in the breeding box. This produced offspring from both populations in their evolved condition (FC_POP_FC_ENV_ & NC_POP_NC_ENV_) as well as their reciprocal environments (FC_POP_NC_ENV_, NC_POP_FC_ENV_). At 80 h post-pairing (approx. 10-12 h post-hatching), first-instar larvae were collected from surviving families. Only families with brood sizes between 20-30 larvae were used for subsequent RNA-sequencing analyses.

### Larval tissue dissection, RNA extraction & sequencing

For each family, RNA from four heads of first instar larvae was pooled and extracted using Trizol (Invitrogen). The resulting sample group sizes for RNA-sequencing analysis were: FC_POP_FC_ENV_ (*n* = 12), FC_POP_NC_ENV_ (*n* = 11), NC_POP_NC_ENV_ (*n* = 12), NC_POP_FC_ENV_ (*n* = 12) with both replicated blocks being represented. Total RNA quality was checked using the BioAnalyzer System (Agilent), and yield was quantified using a Qubit RNA Assay Kit (Thermo Fisher). PolyA-selected RNA libraries were constructed and sequenced (150 bp paired-end) at a depth of 30x by Novogene (Hong Kong). The resulting sample group sizes for gene expression analysis were: 5-6 libraries for each group within each block (total of 46 libraries).

### RNA Sequencing & read mapping

Reads were trimmed using TrimGalore (0.5.0; https://github.com/FelixKrueger/TrimGalore) to remove adaptor sequences, perform quality trimming and discard low-quality reads. Reads were mapped and quantified using a custom pipeline using HiSat2 (2.1.0) and Stringtie (2.0.3)^79^. Transcript abundance estimation was based on counting reads aligned to the *N. vespilloides* reference transcriptome (NCBI Refseq Assembly: GCF_001412225.1)^43^. Lowly expressed genes (those with less than 15 counts in more than 90% of samples) were filtered from raw counts table leaving a total of 12,772 expressed genes in the dataset to be analysed. All subsequent post-processing and statistical analyses were performed in *R* version 4.1.2^80^. Data wrangling and visualisations in *R* were performed using the tidyverse suite^81^.

### DAPC using adegnet and MCMCglmm

To compare overall patterns of gene expression plasticity, we performed a discriminant analysis of principal components (DAPC), which linearises principal components within a dataset into a single discriminant function, enabling the comparison of overall levels of variation between groups. Gene counts were normalised and log-transformed using a regularised log transform in DESeq2 (version 1.26.0)^82^ and a discriminant function was built by defining each population’s response to their reciprocal environments using adegenet (version 2.1.3)^83^. To compare differences in gene expression plasticity between populations we used a generalised linear model (GLM) using the MCMCglmm package (version 2.29)^84^ to model DAPC score as a function of population background and current environment (and an interaction between the two) using a default prior that assumes a normal posterior distribution with large variances for the fixed effects and a weakly informative (flat) prior.

### Differential expression analysis

Differential expression was analysed using DESeq2 using custom scripts in R. Log2-fold change estimates for each differentially expressed gene (DEG) were shrunk to generate more conservative estimates of effect size using the ashr shrinkage estimator^85^. Moreover, to focus on genes that are differentially expressed at higher thresholds we considered a gene to be significantly differentially expressed only if it had increased by a 2-fold change (i.e., Log_2_FoldChange >= 1). We included the separate blocks as a covariate in all the analyses to increase power but also to account for minor fluctuations in gene expression across the blocks of replicate populations.

### Analysis of gene expression and gene expression variability

To extract mean and variability for each gene we extracted normalised counts for each RNA-sequencing sample using DESeq2 according to previous methods^55^. First, the coefficient of variation was calculated using the equation: $${{CV}}^{2}={\sigma }^{2}/{\mu }^{2}$$. The coefficient of variation was then plotted against the mean for each gene and fitted with a smoothed local regression using the locally estimated scatterplot smoothing algorithm (loess) for each population in R. To quantify the extent of variability at each gene we extracted residuals from the model fit, where high deviations from the fitted model were indicative of increased variability. The variability of gene expression for different sets of methylated and unmethylated genes, as well as the mean expression of these sets in different populations, was then compared statistically using the Wilcoxon unpaired test.

### Functional annotation

Functional enrichment analyses were conducted using the topGO R package (version 2.38.1)^86^ to identify over-representation of particular functional groups within the DEGs in response to the removal of care as well as the evolved response to the removal of care, based on GO classifications using Fisher’s exact test. GO terms were annotated to the *N. vespilloides* genome using the BLAST2GO (version 5.1.1)^87^ workflow to assign homologues to the *Drosophila* non-redundant protein databases^88^. To increase functional predictions of *N. vespilloides* genes these annotations were supplemented with GO term assignments based on ortholog searches within Arthropods using eggNOG-mapper^89^ and OrthoDB (v10.1)^90^.

### Bisulfite sequencing & read mapping

For each family, DNA from heads of first instar larvae was pooled and extracted using the Qiagen DNEasy Blood & Tissues kit (Qiagen). Total DNA quality was checked using the BioAnalyzer System (Agilent), and yield was quantified using a Qubit DNA HS Assay Kit (Thermo Fisher). DNA methylation libraries were constructed and sequenced (150 bp paired-end) at a depth of 30x by Novogene (Hong Kong). The resulting sample group sizes for methylation analysis were: 3-4 libraries for each group (pooled from the same families used for RNA-sequencing): FC_POP_FC_ENV_, FC_POP_NC_ENV_, NC_POP_NC_ENV_, NC_POP_FC_ENV_ (*n* = 3-4/group made up of 8-10 larvae from 4-5 distinct families per library pool; total of 14 libraries). Following initial QC (using FastQC v0.11.9), reads were trimmed using TrimGalore (0.6.4) to remove adaptor sequences and poor-quality reads. Bisulfite conversion efficiency across all samples was estimated by Novogene and was between 99.14-99.50% for all samples. Bisulfite-converted reads obtained from each library were mapped to the *N. vespilloides* genome using Bismark (v0.22.3)^91^ and were quantified following deduplication of reads. Mapping rates for samples to the *N. vespilloides* reference genome were 65.45% ± 5.48, which after deduplication gave an average coverage of 17.78x ± 1.79 (mean ± SD). Only CpGs with at least 10 reads were retained for subsequent analyses.

### Differential methylation analysis

For differential methylation analysis of individual CpGs, we first tested each site in every sample to determine sites that were significantly methylated using a binomial test. We then tested for differential methylation across sites using a weighted binomial glm (*p*-values were adjusted using Benjamini-Hochperg corrections for multiple testing). We then mapped CpGs to their feature using our custom genome annotation (see below for details) and bedtools (v2.29.2)^92^. For analyses of gene body methylation, we collapsed across all CpG sites within each genic region (using bedtools) to compute the average weighted methylation value for each gene for each sample. Genes were clustered into methylated and unmethylated clusters using mixture models using the mixtools R package (v2.0.0). To determine which genes were differentially methylated we used a weighted binomial GLM (base R stats package) and adjusted for multiple testing using the Benjamini-Hochberg procedure. Genes were considered differentially methylated if they had an adjusted *p* < 0.01. Fisher’s Exact tests for enrichment, to test for significant associations (either hypo- or hyper-enrichment), were run using the base *R* stats package.

### Identification of methylated genes

We estimated the propensity of genes to acquire or lose methylation (i.e. the tendency of a gene to be methylated or unmethylated) similarly to previous studies^29^. CpGs were classified as either methylated or unmethylated by using a kmeans clustering algorithm with two states, transforming the percentage methylation at each CpG into either 1 (methylated) or 0 (unmethylated). The methylation of each CpG was then used as the input for a generalised linear model with the gene that the CpG was assigned to as a random effect implemented with the lme4 (v1.1-34) package^93^ in *R*. We then extracted the random intercept of each gene using the ‘ranef’ function, which revealed a clear bimodal distribution of genes that did and did not possess methylation (Fig. S7). We considered a gene to be methylated if the random effect was greater than 2.5 for each population to help identify sets of genes that were methylated in each population.

### Correlation of 5mC across CpGs within and between genes

We selected genes that were found to be methylated in both populations according to the methods in the previous section. Within these genes we selected 100 genes at random and extracted all pairs of CpGs using the function ‘expand.grid’ in *R*, and repeated this 100 times to obtain an empirical estimate of the Pearson correlation between all pairs of CpG within the same gene. We then shuffled the methylation of CpGs within the set and performed the same analysis to obtain a distribution of the correlation in CpGs between different genes. We also calculated the correlation between all pairs of CpG within the same gene in the subsets of methylated genes that showed population-specific differences between the populations (both NC_POP_ and FC_POP_-specific) and genes that showed methylation states that were unique to a single exposure of a NC_ENV_ (environmental-specific) to show how these values deviated from our subsampling procedure.

### SNP extraction from bisulfite sequencing reads

We used BISCUIT (v1.0.0) to extract SNPs from bisulfite sequencing reads (https://github.com/huishenlab/biscuit). Briefly, we used mapped reads to call SNPs using BISCUIT defaults. The resulting VCF was filtered by 2x the max coverage (for each sample) and converted to a BED file. We used the bedtools (v2.29.2)^92^ ‘intersect’ function to extract all SNPs within genes and considered a gene to have DNA sequence divergence if SNPs falling within that gene were present at a frequency greater than 0.8 in one population but less than 0.2 in the other.

### Genome annotation

To annotate exons in each genome we used existing annotations, excluding genes that were split across multiple contigs. To annotate regions which may contain promoters or enhancers (5’ UTR), we took 1,000 bases upstream of each gene, excluding genes where this exceeded the contig start or end point. We annotated introns based on the position of exons, excluding genes that were split across multiple contigs. To annotate TEs, we used RepeatModeller (v2.0.1) to generate a model of TEs for the *N. vespilloides* genome, and then RepeatMasker (v4.1.0) to annotate TEs based on the model for that genome^94^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Info

Peer Review File

Reporting summary

Description Of Additional Supplementary File

Supplementary Data File 1

Supplementary Data File 2

### Source data

Source Data

## Data Availability

All raw sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number (GSE171776). Source data are provided as a Source Data file. Source data are provided with this paper.

## References

[1] Sarkies, P. Molecular mechanisms of epigenetic inheritance: possible evolutionary implications. *Semin. Cell Developmental Biol.***97**, 106–115 (2020).10.1016/j.semcdb.2019.06.005PMC694511431228598

[2] Vogt, G. Epigenetic variation in animal populations: sources, extent, phenotypic implications, and ecological and evolutionary relevance. *J. Biosci.***46**, 24 (2021).33737497 10.1007/s12038-021-00138-6

[3] Ashe, A., Colot, V. & Oldroyd, B. P. How does epigenetics influence the course of evolution? *Philos. Trans. R. Soc. B***376**, 20200111 (2021).10.1098/rstb.2020.0111PMC805960833866814

[4] Miska, E. A. & Ferguson-Smith, A. C. Transgenerational inheritance: models and mechanisms of non-DNA sequence-based inheritance. *Science***354**, 59–63 (2016).27846492 10.1126/science.aaf4945

[5] Bogan, S. N. & Yi, S. V. Potential role of DNA methylation as a driver of plastic responses to the environment across cells, organisms, and populations. Hoffmann F., ed. *Genome Biol. Evol.***16**, evae022 (2024).10.1093/gbe/evae022PMC1089900138324384

[6] Holliday, R. Epigenetics: a historical overview. *Epigenetics***1**, 76–80 (2006).17998809 10.4161/epi.1.2.2762

[7] Jaenisch, R. & Bird, A. Epigenetic regulation of gene expression: how the genome integrates intrinsic and environmental signals. *Nat. Genet***33**, 245–54 (2003).12610534 10.1038/ng1089

[8] Mashoodh, R., Habrylo, I. B., Gudsnuk, K. M., Pelle, G. & Champagne, F. A. Maternal modulation of paternal effects on offspring development. *Proc. R. Soc. B***285**, 20180118 (2018).29514964 10.1098/rspb.2018.0118PMC5879637

[9] Vernaz, G. et al. Epigenetic divergence during early stages of speciation in an African crater lake cichlid fish. *Nat. Ecol. Evol.***6**, 1940–51 (2022).36266459 10.1038/s41559-022-01894-wPMC9715432

[10] Kelley, J. L. et al. Epigenetic inheritance of DNA methylation changes in fish living in hydrogen sulfide–rich springs. *Proc. Natl Acad. Sci. USA***118**, e2014929118 (2021).34185679 10.1073/pnas.2014929118PMC8255783

[11] Dubin, M. J. et al. DNA methylation in Arabidopsis has a genetic basis and shows evidence of local adaptation. *Elife***4**, e05255 (2015).25939354 10.7554/eLife.05255PMC4413256

[12] Cubas, P., Vincent, C. & Coen, E. An epigenetic mutation responsible for natural variation in floral symmetry. *Nature***401**, 157–61 (1999).10490023 10.1038/43657

[13] Franchini, P. et al. MicroRNA gene regulation in extremely young and parallel adaptive radiations of crater lake cichlid fish. *Mol. Biol. Evolution***36**, 2498–511 (2019).10.1093/molbev/msz16831397871

[14] Dixon, G., Liao, Y., Bay, L. K. & Matz, M. V. Role of gene body methylation in acclimatization and adaptation in a basal metazoan. *Proc. Natl Acad. Sci. USA***115**, 13342–13346 (2018).30530646 10.1073/pnas.1813749115PMC6310852

[15] Hu, J. et. al. Heritability of DNA methylation in threespine stickleback (*Gasterosteus aculeatus*). Peichel C., editor. *Genetics.***217**, 1–15 (2021).10.1093/genetics/iyab001PMC804568133683369

[16] Liew, Y. J. et al. Intergenerational epigenetic inheritance in reef-building corals. *Nat. Clim. Change***10**, 254–259 (2020).10.1038/s41558-019-0687-2

[17] Heckwolf, M. J. et. al Two different epigenetic information channels in wild three-spined sticklebacks are involved in salinity adaptation. *Sci. Adv.***6**, eaaz1138 (2020).32219167 10.1126/sciadv.aaz1138PMC7083608

[18] Skinner, M. K. et al. Epigenetics and the evolution of Darwin’s finches. *Genome Biol. Evolution***6**, 1972–1989 (2014).10.1093/gbe/evu158PMC415900725062919

[19] Kawakatsu, T. et al. Epigenomic diversity in a global collection of arabidopsis thaliana accessions. *Cell***166**, 492–505 (2016).27419873 10.1016/j.cell.2016.06.044PMC5172462

[20] Jablonka, E., Lamb, M. & Zeligowski, A. Evolution in four dimensions: genetic, epigenetic, behavioral, and symbolic variation in the history of life. 1. MIT Press paperback ed. Cambridge, Mass. London: MIT; 462 (Life and mind) (2006).

[21] West-Eberhard, M. J. *Developmental plasticity and evolution* (pp. 794 p. Oxford University Press, Oxford; New York, 2003).

[22] Vernaz, G. et al. Mapping epigenetic divergence in the massive radiation of Lake Malawi cichlid fishes. *Nat. Commun.***12**, 5870 (2021).34620871 10.1038/s41467-021-26166-2PMC8497601

[23] Becker, C. et al. Spontaneous epigenetic variation in the Arabidopsis thaliana methylome. *Nature***480**, 245–249 (2011).22057020 10.1038/nature10555

[24] De Mendoza, A., Lister, R. & Bogdanovic, O. Evolution of DNA Methylome Diversity in Eukaryotes. *J. Mol. Biol.***432**, 1687–705 (2020).31726061 10.1016/j.jmb.2019.11.003

[25] Haghani, A. et al. DNA methylation networks underlying mammalian traits. *Science***381**, eabq5693 (2023).37561875 10.1126/science.abq5693PMC11180965

[26] Skvortsova, K., Iovino, N. & Bogdanović, O. Functions and mechanisms of epigenetic inheritance in animals. *Nat. Rev. Mol. Cell Biol.***19**, 774–790 (2018).30425324 10.1038/s41580-018-0074-2

[27] Law, J. A. & Jacobsen, S. E. Establishing, maintaining and modifying DNA methylation patterns in plants and animals. *Nat. Rev. Genet***11**, 204–220 (2010).20142834 10.1038/nrg2719PMC3034103

[28] Schmitz, R. J., Lewis, Z. A. & Goll, M. G. DNA Methylation: Shared and Divergent Features across Eukaryotes. *Trends Genet.***35**, 818–827 (2019).31399242 10.1016/j.tig.2019.07.007PMC6825889

[29] Lewis S. H., Ross L., Bain S. A., Pahita E., Smith S. A., Cordaux R., et al. ­­­­­­Widespread conservation and lineage-specific diversification of genome-wide DNA methylation patterns across arthropods. (ed Reik W.), *PLoS Genet*. Vol 16, e1008864 (2020).10.1371/journal.pgen.1008864PMC734318832584820

[30] Feng, S. et al. Conservation and divergence of methylation patterning in plants and animals. *Proc. Natl Acad. Sci. USA***107**, 8689–8694 (2010).20395551 10.1073/pnas.1002720107PMC2889301

[31] Provataris P., Meusemann K., Niehuis O., Grath S., Misof B. Signatures of DNA Methylation across Insects Suggest Reduced DNA Methylation Levels in Holometabola. (Wagner G.), *Genome Biology and Evolution*. Vol 10, 1185–1197 (2018).10.1093/gbe/evy066PMC591594129697817

[32] Yagound, B., Remnant, E. J., Buchmann, G. & Oldroyd, B. P. Intergenerational transfer of DNA methylation marks in the honey bee. *Proc. Natl Acad. Sci. USA***117**, 32519–32527 (2020).33257552 10.1073/pnas.2017094117PMC7768778

[33] Arsenault, S. V., Hunt, B. G. & Rehan, S. M. The effect of maternal care on gene expression and DNA methylation in a subsocial bee. *Nat. Commun.***9**, 3468 (2018).30150650 10.1038/s41467-018-05903-0PMC6110825

[34] Cardoso‐Júnior, C. A. M. et al. DNA methylation is not a driver of gene expression reprogramming in young honey bee workers. *Mol. Ecol.***30**, 4804–4818 (2021).34322926 10.1111/mec.16098

[35] Dixon, G. & Matz, M. Changes in gene body methylation do not correlate with changes in gene expression in Anthozoa or Hexapoda. *BMC Genomics***23**, 234 (2022).35337260 10.1186/s12864-022-08474-zPMC8957121

[36] Cunningham, C. B. et al. Changes of gene expression but not cytosine methylation are associated with male parental care reflecting behavioural state, social context, and individual flexibility. *J. Exp. Biol.***222**, jeb.188649 (2018).10.1242/jeb.188649PMC1068102030446546

[37] Schulz, N. K. E. et al. Dnmt1 has an essential function despite the absence of CpG DNA methylation in the red flour beetle Tribolium castaneum. *Sci. Rep.***8**, 16462 (2018).30405203 10.1038/s41598-018-34701-3PMC6220294

[38] Ivasyk, I. et al. DNMT1 mutant ants develop normally but have disrupted oogenesis. *Nat. Commun.***14**, 2201 (2023).37072475 10.1038/s41467-023-37945-4PMC10113331

[39] Bewick, A. J. et al. Dnmt1 is essential for egg production and embryo viability in the large milkweed bug, Oncopeltus fasciatus. *Epigenetics Chromatin***12**, 6 (2019).30616649 10.1186/s13072-018-0246-5PMC6322253

[40] Cunningham, C. B. et al. The role of Dmnt1 during spermatogenesis of the insect Oncopeltus fasciatus. *Epigenetics Chromatin***16**, 28 (2023).37393253 10.1186/s13072-023-00496-5PMC10314392

[41] Zwier, M. V., Verhulst, E. C., Zwahlen, R. D., Beukeboom, L. W. & Van De Zande, L. DNA methylation plays a crucial role during early *Nasonia* development. *Insect Mol. Biol.***21**, 129–138 (2012).22122805 10.1111/j.1365-2583.2011.01121.x

[42] Bewick, A. J., Vogel, K. J., Moore, A. J. & Schmitz R. J. Evolution of DNA methylation across insects. *Mol. Biol. Evol*. **34**, 654–665 (2016).10.1093/molbev/msw264PMC540037528025279

[43] Cunningham, C. B. et al. The Genome and Methylome of a Beetle with Complex Social Behavior, *Nicrophorus vespilloides* (Coleoptera: Silphidae). *Genome Biol. Evol.***7**, 3383–3396 (2015).26454014 10.1093/gbe/evv194PMC4700941

[44] Franklin, T. B. et al. Epigenetic Transmission of the Impact of Early Stress Across Generations. *Biol. Psychiatry***68**, 408–415 (2010).20673872 10.1016/j.biopsych.2010.05.036

[45] Nyman, C., Hebert, F. O., Bessert‐Nettelbeck, M., Aubin‐Horth, N. & Taborsky, B. Transcriptomic signatures of social experience during early development in a highly social cichlid fish. *Mol. Ecol.***29**, 610–623 (2020).31849106 10.1111/mec.15335

[46] Weaver, I. C. G., Meaney, M. J. & Szyf, M. Maternal care effects on the hippocampal transcriptome and anxiety-mediated behaviors in the offspring that are reversible in adulthood. *Proc. Natl Acad. Sci. USA***103**, 3480–3485 (2006).16484373 10.1073/pnas.0507526103PMC1413873

[47] Bedrosian, T. A., Quayle, C., Novaresi, N. & Gage, FredH. Early life experience drives structural variation of neural genomes in mice. *Science***359**, 1395–1399 (2018).29567711 10.1126/science.aah3378

[48] Jarrett, B. J. M. et al. A sustained change in the supply of parental care causes adaptive evolution of offspring morphology. *Nat. Commun.***9**, 3987 (2018).30266903 10.1038/s41467-018-06513-6PMC6162320

[49] Eggert, A. K., Reinking, M. & Müller, J. K. Parental care improves offspring survival and growth in burying beetles. *Anim. Behav.***55**, 97–107 (1998).9480676 10.1006/anbe.1997.0588

[50] Schrader, M., Jarrett, B. J. M., Rebar, D. & Kilner, R. M. Adaptation to a novel family environment involves both apparent and cryptic phenotypic changes. *Proc. R. Soc. B***284**, 20171295 (2017).28878064 10.1098/rspb.2017.1295PMC5597835

[51] Rebar, D., Bailey, N. W., Jarrett, B. J. M. & Kilner, R. M. An evolutionary switch from sibling rivalry to sibling cooperation, caused by a sustained loss of parental care. *Proc. Natl Acad. Sci. USA***117**, 2544–2550 (2020).31964847 10.1073/pnas.1911677117PMC7007579

[52] Mashoodh, R., Trowsdale, A. T., Manica, A. & Kilner, R. M. Parental care shapes the evolution of molecular genetic variation. *Evolution Lett.***7**, 379–388 (2023).10.1093/evlett/qrad039PMC1069300238045719

[53] Bird, A. P. Gene number, noise reduction and biological complexity. *Trends Genet.***11**, 94–100 (1995).7732579 10.1016/S0168-9525(00)89009-5

[54] Ventós-Alfonso, A., Ylla, G., Montañes, J. C. & Belles, X. DNMT1 promotes genome methylation and early embryo development in cockroaches. *iScience***23**, 101778 (2020).33294787 10.1016/j.isci.2020.101778PMC7691181

[55] Beltran, T., Shahrezaei, V., Katju, V. & Sarkies, P. Epimutations driven by small RNAs arise frequently but most have limited duration in Caenorhabditis elegans. *Nat. Ecol. Evol.***4**, 1539–1548 (2020).32868918 10.1038/s41559-020-01293-z

[56] Kilner, R. M. et al. Parental effects alter the adaptive value of an adult behavioural trait. *Elife***4**, e07340 (2015).26393686 10.7554/eLife.07340PMC4613925

[57] Massart, R. et al. Hydroxymethylation and DNA methylation profiles in the prefrontal cortex of the non-human primate rhesus macaque and the impact of maternal deprivation on hydroxymethylation. *Neuroscience***268**, 139–148 (2014).24657458 10.1016/j.neuroscience.2014.03.021PMC6528794

[58] López-Maury, L., Marguerat, S. & Bähler, J. Tuning gene expression to changing environments: from rapid responses to evolutionary adaptation. *Nat. Rev. Genet***9**, 583–593 (2008).18591982 10.1038/nrg2398

[59] Wang, L., Dankert, H., Perona, P. & Anderson, D. J. A common genetic target for environmental and heritable influences on aggressiveness in *Drosophila*. *Proc. Natl Acad. Sci. USA***105**, 5657–5663 (2008).18408154 10.1073/pnas.0801327105PMC2311352

[60] Bentzur, A. et al. Odorant binding protein 69a connects social interaction to modulation of social responsiveness in Drosophila. Taghert PH, editor. *PLoS Genet***14**, e1007328 (2018).29630598 10.1371/journal.pgen.1007328PMC5908198

[61] Farhadian, S. F., Suárez-Fariñas, M., Cho, C. E., Pellegrino, M. & Vosshall, L. B. Post-fasting olfactory, transcriptional, and feeding responses in Drosophila. *Physiol. Behav.***105**, 544–553 (2012).21945372 10.1016/j.physbeh.2011.09.007PMC3225490

[62] Jarrett, B. J. M. et al. Adaptive evolution of synchronous egg-hatching in compensation for the loss of parental care. *Proc. R. Soc. B***285**, 20181452 (2018).30158310 10.1098/rspb.2018.1452PMC6125895

[63] Schmitz, R. J. et al. Transgenerational epigenetic instability is a source of novel methylation variants. *Science***334**, 369–373 (2011).21921155 10.1126/science.1212959PMC3210014

[64] Wibowo, A. et al. Hyperosmotic stress memory in Arabidopsis is mediated by distinct epigenetically labile sites in the genome and is restricted in the male germline by DNA glycosylase activity. *Elife***5**, e13546 (2016).27242129 10.7554/eLife.13546PMC4887212

[65] Furci, L. et al. Identification and characterisation of hypomethylated DNA loci controlling quantitative resistance in Arabidopsis. *eLife***8**, e40655 (2019).30608232 10.7554/eLife.40655PMC6342528

[66] Kucharski, R., Ellis, N., Jurkowski, T. P., Hurd, P. J. & Maleszka, R. The PWWP domain and the evolution of unique DNA methylation toolkits in Hymenoptera. *iScience***26**, 108193 (2023).37920666 10.1016/j.isci.2023.108193PMC10618690

[67] Glastad, K. M., Goodisman, M. A. D., Yi, S. V. & Hunt, B. G. Effects of DNA methylation and chromatin state on rates of molecular evolution in insects. *G3 Genes|Genomes|Genet.***6**, 357–363 (2016).10.1534/g3.115.023499PMC475155526637432

[68] Bogan, S. N., Strader, M. E. & Hofmann, G. E. Associations between DNA methylation and gene regulation depend on chromatin accessibility during transgenerational plasticity. *BMC Biol.***21**, 149 (2023).37365578 10.1186/s12915-023-01645-8PMC10294446

[69] Luo, C., Hajkova, P. & Ecker, J. R. Dynamic DNA methylation: In the right place at the right time. *Science***361**, 1336–1340 (2018).30262495 10.1126/science.aat6806PMC6197482

[70] Kratochwil, C. F. & Meyer, A. Mapping active promoters by Ch IP ‐seq profiling of H3K4me3 in cichlid fish – a first step to uncover cis‐regulatory elements in ecological model teleosts. *Mol. Ecol. Resour.***15**, 761–771 (2015).25403420 10.1111/1755-0998.12350

[71] Wilson R., Le Bourgeois M., Perez M., Sarkies P. Fluctuations in chromatin state at regulatory loci occur spontaneously under relaxed selection and are associated with epigenetically inherited variation in C. elegans gene expression. *PLoS Genet.***19**, e1010647 (2023).10.1371/journal.pgen.1010647PMC1001392736862744

[72] Snell-Rood, E. C., Burger, M., Hutton, Q. & Moczek, A. P. Effects of parental care on the accumulation and release of cryptic genetic variation: review of mechanisms and a case study of dung beetles. *Evol. Ecol.***30**, 251–265 (2016).10.1007/s10682-015-9813-4

[73] Pascoal, S., Shimadzu, H., Mashoodh, R. & Kilner, R. M. Parental care results in a greater mutation load, for which it is also a phenotypic antidote. *Proc. R. Soc. B***290**, 20230115 (2023).37221850 10.1098/rspb.2023.0115PMC10206465

[74] Levis, N. A. & Pfennig, D. W. Evaluating ‘Plasticity-First’ evolution in nature: key criteria and empirical approaches. *Trends Ecol. Evolution***31**, 563–574 (2016).10.1016/j.tree.2016.03.01227067134

[75] Renard, T., Martinet, B., De Souza Araujo, N. & Aron, S. DNA methylation extends lifespan in the bumblebee *Bombus terrestris*. *Proc. R. Soc. B***290**, 20232093 (2023).38052245 10.1098/rspb.2023.2093PMC10697797

[76] Brink, K., Thomas, C., Jones, A. & Mallon, E. An epigenetic clock in an insect model system. *Genomics*, 10.1101/2023.02.14.528436 (2023).

[77] Royle, N. J., Smiseth, P. T. & Kölliker, M., editors. The evolution of parental care. First edition. Oxford, United Kingdom: Oxford University Press. **356**, (2012).

[78] Wang, Z. & Zhang, J. Impact of gene expression noise on organismal fitness and the efficacy of natural selection. *Proc. Natl Acad. Sci. USA***108**, E67–E76 (2011).21464323 10.1073/pnas.1100059108PMC3080991

[79] Pertea, M., Kim, D., Pertea, G. M., Leek, J. T. & Salzberg, S. L. Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. *Nat. Protoc.***11**, 1650–1667 (2016).27560171 10.1038/nprot.2016.095PMC5032908

[80] R. Core Team. *R: A Language and Environment for Statistical Computing [Internet]*. Vienna, Austria: R Foundation for Statistical Computing. https://www.R-project.org/ (2019).

[81] Wickham, H. et al. Welcome to the Tidyverse. *JOSS***4**, 1686 (2019).10.21105/joss.01686

[82] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[83] Jombart, T. adegenet: a R package for the multivariate analysis of genetic markers. *Bioinformatics***24**, 1403–1405 (2008).18397895 10.1093/bioinformatics/btn129

[84] Hadfield, J. D. MCMC Methods for Multi-response generalized linear mixed models: The **MCMCglmm***R* Package. *J. Stat. Soft.***33**, http://www.jstatsoft.org/v33/i02/ (2010).

[85] Stephens, M. False discovery rates: a new deal. *Biostat***18**, 275–294 (2016).10.1093/biostatistics/kxw041PMC537993227756721

[86] Adrian Alexa, J. R. topGO. Bioconductor. https://bioconductor.org/packages/topGO (2017).

[87] Conesa, A. et al. Blast2GO: a universal tool for annotation, visualization and analysis in functional genomics research. *Bioinformatics***21**, 3674–3676 (2005).16081474 10.1093/bioinformatics/bti610

[88] Sun, S. et al. Rapid local adaptation linked with phenotypic plasticity. *Evolution Lett.***4**, 345–359 (2020).10.1002/evl3.176PMC740367932774883

[89] Huerta-Cepas, J. et al. Fast genome-wide functional annotation through orthology assignment by eggNOG-Mapper. *Mol. Biol. Evolution***34**, 2115–2122 (2017).10.1093/molbev/msx148PMC585083428460117

[90] Kriventseva, E. V. et al. OrthoDB v10: sampling the diversity of animal, plant, fungal, protist, bacterial and viral genomes for evolutionary and functional annotations of orthologs. *Nucleic Acids Res.***47**, D807–D811 (2019).30395283 10.1093/nar/gky1053PMC6323947

[91] Krueger, F. & Andrews, S. R. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics***27**, 1571–1572 (2011).21493656 10.1093/bioinformatics/btr167PMC3102221

[92] Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics***26**, 841–842 (2010).20110278 10.1093/bioinformatics/btq033PMC2832824

[93] Bates D., Mächler M., Bolker B., Walker S. Fitting linear mixed-effects models using **lme4**. *J. Stat. Soft.***67**, http://www.jstatsoft.org/v67/i01/v (2015).

[94] Flynn, J. M. et al. RepeatModeler2 for automated genomic discovery of transposable element families. *Proc. Natl Acad. Sci. USA***117**, 9451–9457 (2020).32300014 10.1073/pnas.1921046117PMC7196820

# Supplementary material for: Gene body methylation evolves during the sustained loss of parental care in the burying beetle
**Source:** Nat Commun. 2024 Aug 4;15:6606. doi: 10.1038/s41467-024-50359-0
**Supplement:** Supplementary file 1 — Supplementary Info

### **Supplementary Information**

Sarkies *et al.*, (2024) Evolved changes in DNA methylation in response to the sustained loss of parental care in the burying beetle.

## Supplementary Note

### CpG methylation in the burying beetle

We sought to characterise the methylomes of first instar burying beetle larvae. We found average 5mC across the whole genome to be between 0.7-0.8% for all samples. Average levels of methylation were significantly higher in gene bodies ( $3.64 \pm 8.60$ ) compared to coding sequences (CDS;  $2.72 \pm 10.8$ ), introns ( $0.952 \pm 4.44$ ), repeat/TEs ( $0.523 \pm 1.96$ ) and upstream regions (5' UTR;  $0.659 \pm 3.22$ ; all FDR-corrected Wilcoxon  $p$  values  $< 2.2 \times 10^{-16}$ ; Figure S2a). Moreover, we found that 5mC levels in gene bodies were weakly but positively correlated with gene expression ( $t(1,11920)=36.34$ ,  $p < 2.2 \times 10^{-16}$ ,  $R^2 = 0.10$ ). When we classified genes into expression state categories (silent, low, medium or highly expressed; Fig S1a), we found that this correlation was mainly driven by expression states that were classified as medium or low. Medium and high levels of expression did not have significantly different 5mC values from each other (Figure S1b, S2b). These findings are consistent with previous reports of 5mC residing primarily in gene bodies of moderate to highly expressed genes in plants and other insects (23,25,38).

Next, we determined whether the removal of care resulted in changes in 5mC levels at individual CpGs across specific genomic features. We looked for enrichment of differentially methylated CpGs over the expected random distribution of methylated CpGs across genomic features (Figure S2b). A CpG was classified as being methylated if the logit probability of it being methylated was greater than the bisulfite conversion error rate in at least 1 sample (see Methods). The density of methylated CpGs was higher in gene bodies (Figure S2c;  $\chi^2(5, n=7400) = 14786$ ,  $p < 2.2 \times 10^{-16}$ ) and we found differentially methylated CpGs (in both environmental and evolved contrasts) to be significantly enriched in genes and, specifically, introns (FDR-corrected  $p$ 's  $< 0.05$ ; Figure S2c) but not in any other annotated features tested.

## Supplementary Figures

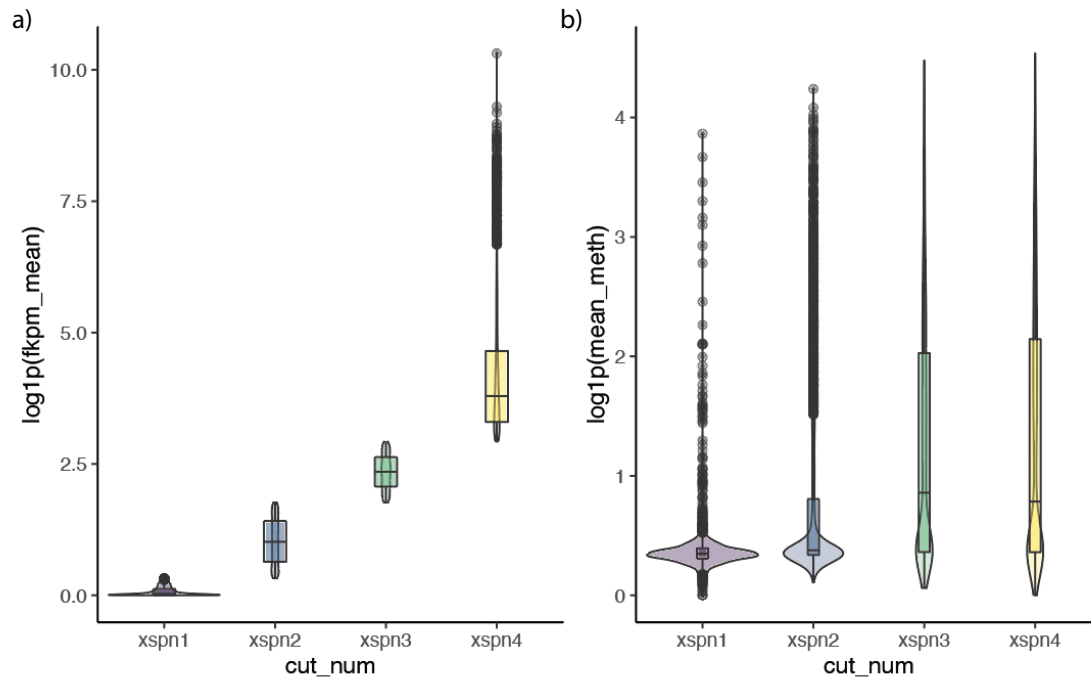

**Figure S1. Relationship between gene expression and levels of 5mC of gene bodies.**

**a)** Violin plots with box plots showing average gene expression (FKPM) in genes categorised as being inactive (xspn1, n=2981) to low (xspn2, n=2980), intermediate (xspn3, n=2980) and high (xspn4; n=2981) levels of transcriptional activity. **b)** Violin plots with box plots showing average gene body CpG methylation (mCpG/CpG) for genes in differential transcriptional states.

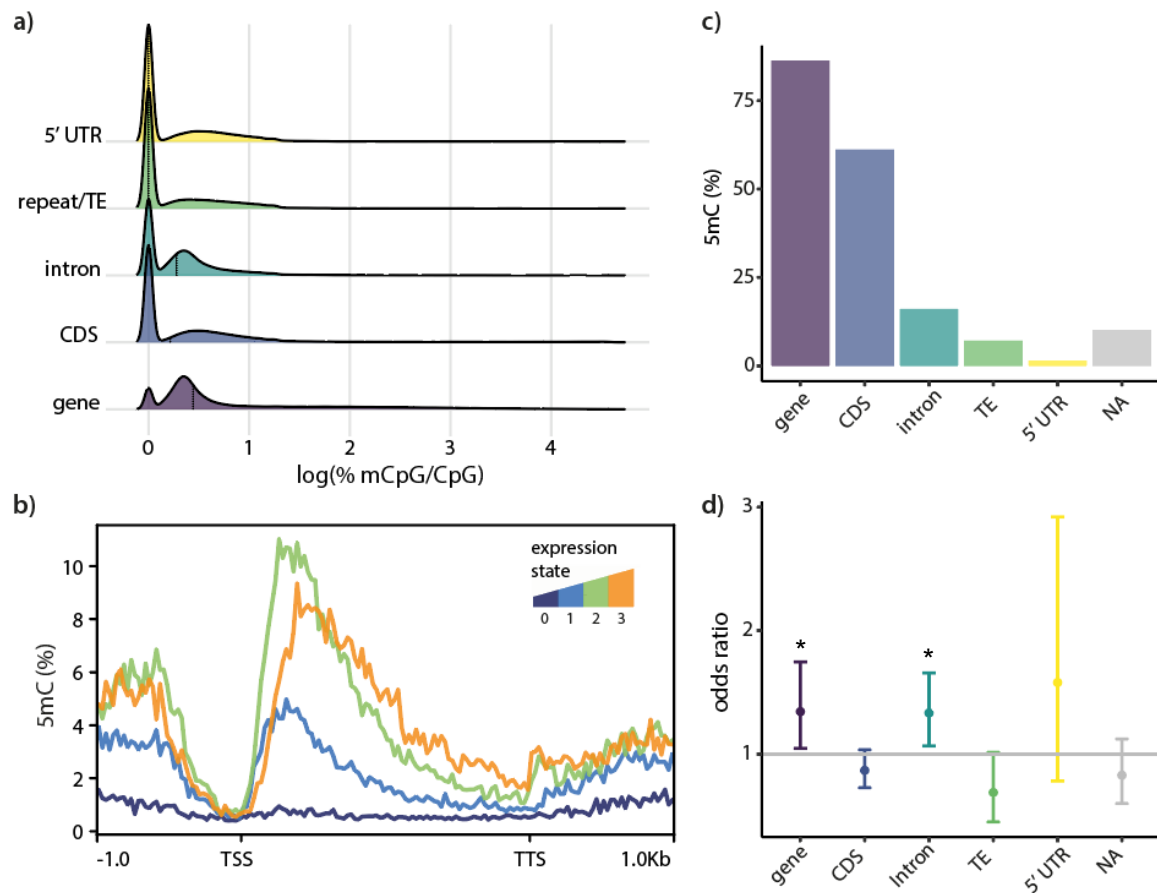

**Figure S2. CpG methylation in the burying beetle.** **a)** Ridge plots showing the distribution of percent methylated CpG levels (5mC %) in different genomic features: 1000bp upstream of genes (5' UTR), repeat or transposable elements (TE), introns, coding sequences (CDS) and across the entire gene body (gene). Median 5mC values are indicated by vertical dotted lines. **b)** Average 5mC levels across gene bodies ( $\pm 1$ kb) of genes categories by transcriptional activity: from inactive (0) to genes showing low (1), intermediate (2) and high (3) levels of expression. Plotted regions include 1kb upstream and downstream of transcription start sites (TSS) and transcription termination sites (TTS), respectively for each gene. **c)** Bar plot indicating the proportion of methylated CpGs across gene features. **d)** Enrichment scores (odds-ratio;  $\log_2(\text{OR})$ ) and 95% confidence intervals for differentially methylated CpGs across different gene features. (Fishers exact tests; \* indicates FDR-corrected  $p < 0.05$ ).

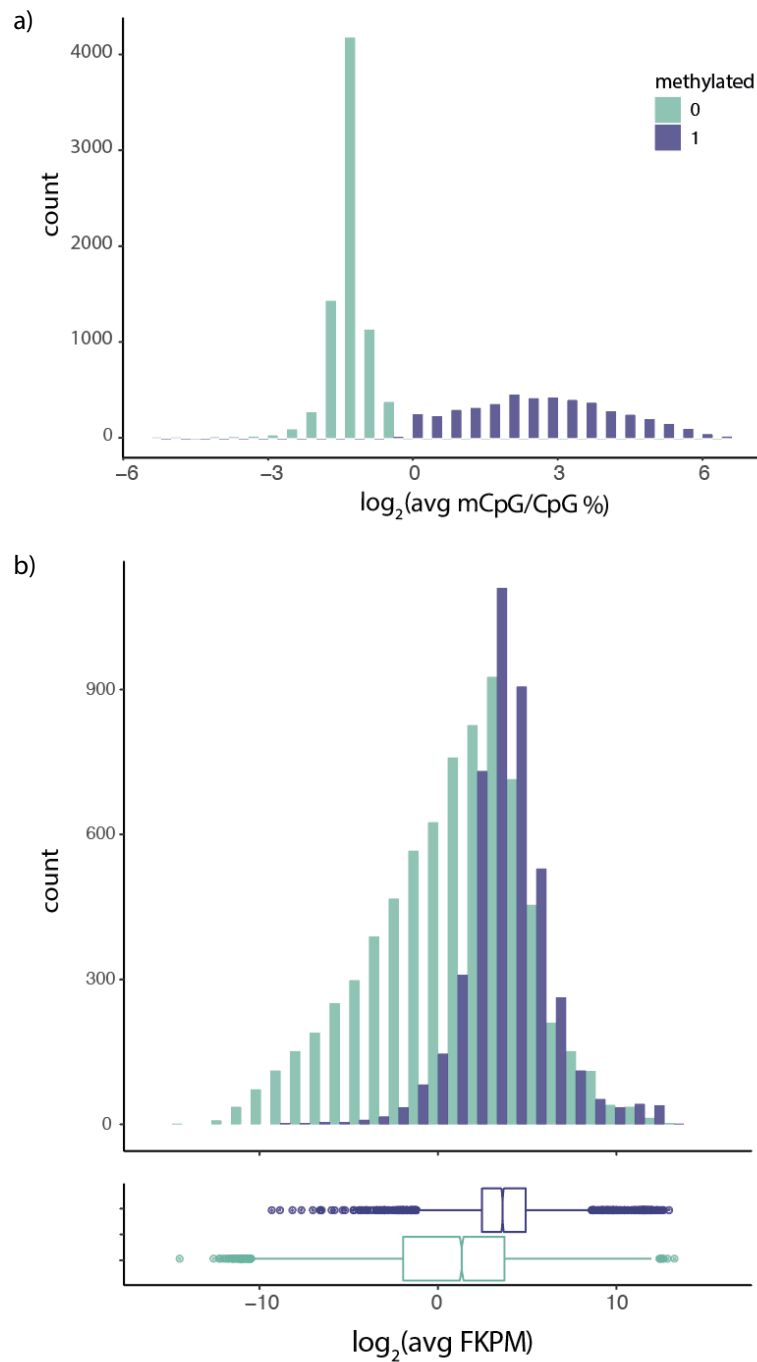

**Figure S3. Classification of methylated genes.** **a)** Histogram of methylation (mCpG/CpG) values for genes categorised as methylated (n=4431) or not (n=7491). **b)** histogram (top) and boxplot (bottom) of expression values (FKPM) for genes categorised as being methylated or not.

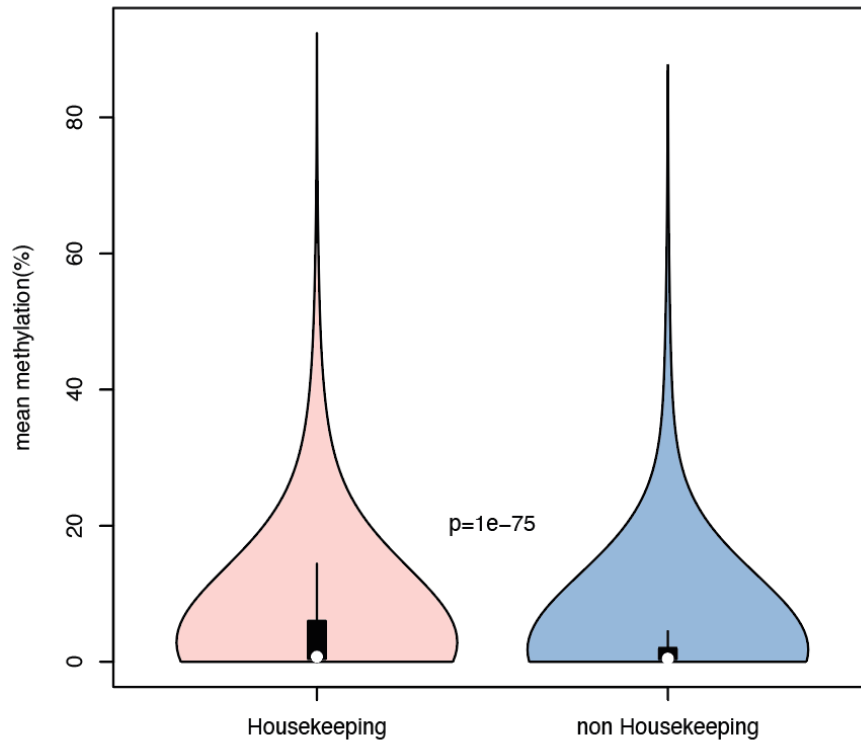

**Figure S4. Relationship between 5mC levels and housekeeping genes.** Violin plots of mean methylation (mCG/mCpG %) of methylated genes classified as housekeeping (n=2000) and non-housekeeping genes (n=2431). Data are presented as violin plots. White circles represent the median. The lower and upper edges of the boxplot (black) represent the interquartile range. Whiskers extend between the highest and the lowest data points within 1.5 times the interquartile range from the median. The width of the plot illustrates the kernel probability density (density of data points).

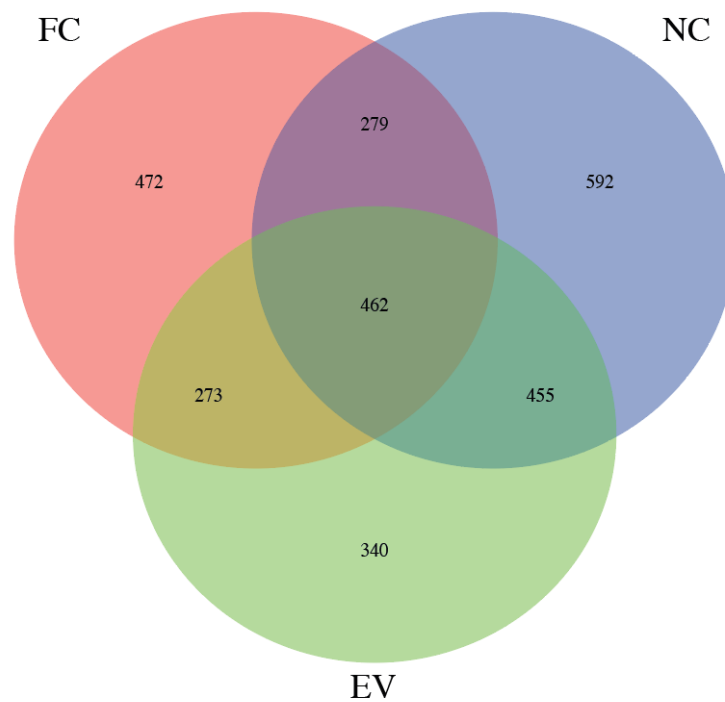

**Figure S5. Overlap in differentially methylated genes across the different conditions.** Venn diagrams indicating overlap in DMGs across the three contrasts analysed: Evolved (EV; population effect  $NC_{POP}$  vs  $FC_{POP}$  irrespective of current environment; green), effect of the NC environment within the FC population (FC;  $FC_{POP}FC_{ENV}$  vs  $FC_{POP}NC_{ENV}$ ; red) and effect of the NC environment within the NC population (NC;  $NC_{POP}FC_{ENV}$  vs  $NC_{POP}NC_{ENV}$ ; blue).

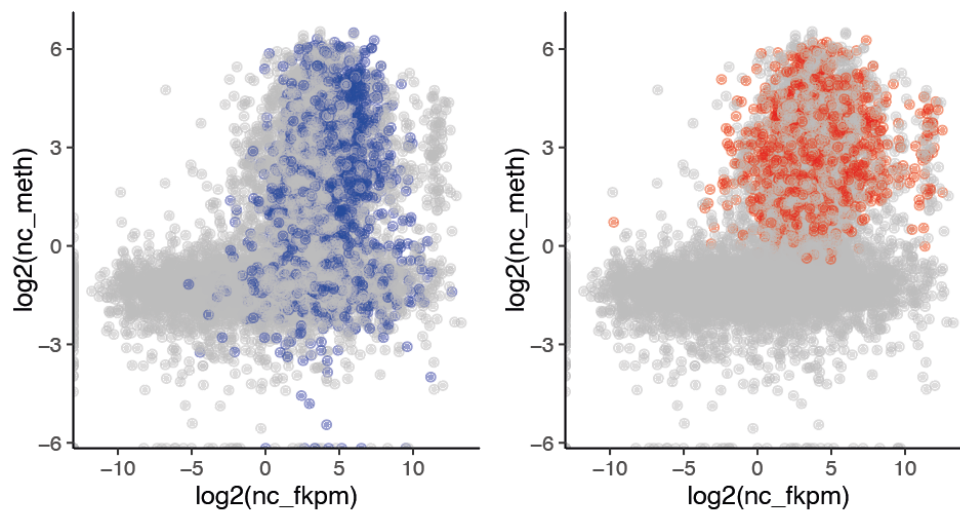

**Figure S6. Relationship between expression and methylation.** The relationship between gene expression (FKPM) and percent CpG methylation (mCpG/CpG) for all genes analysed in the response to a  $NC_{ENV}$  versus  $FC_{ENV}$  within the  $NC_{POP}$ . Colours indicated differentially expressed genes (DEGs; blue; left panel) and differentially methylated genes (DMGs; purple; right panel) for each contrast. See methods for how DMGs and DEGs were determined.

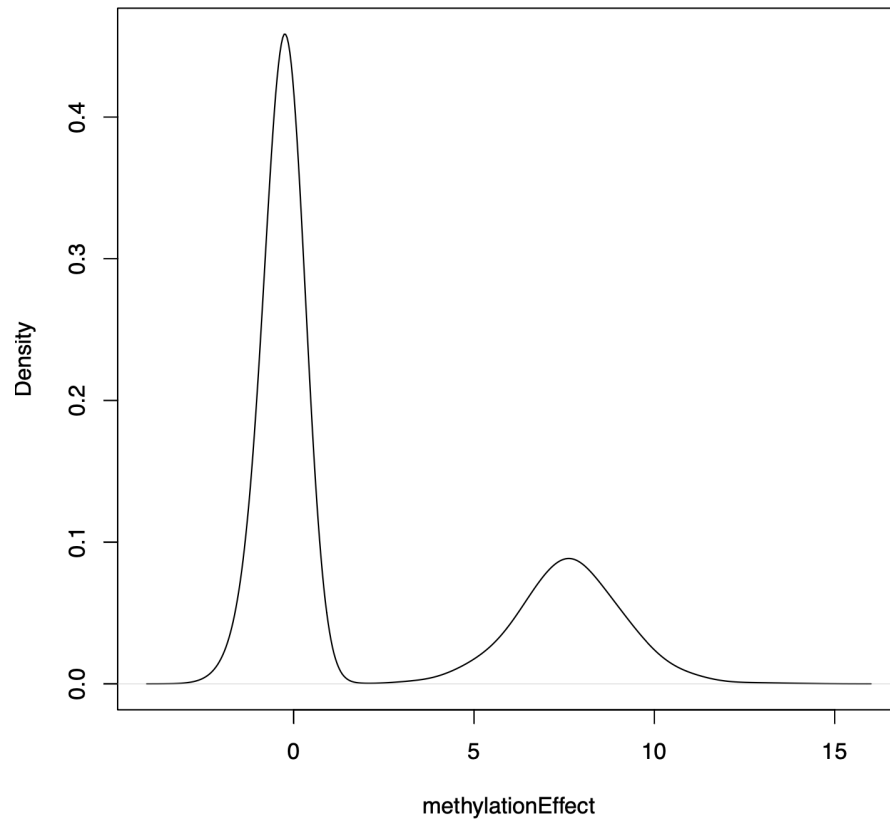

**Figure S7. Using random effect structure of genes to classify methylated genes.** Density plot of random effect calculation (see Methods) showing methylated (right peak) and unmethylated (left peak) genes for  $FC_{POP}FC_{ENV}$ .

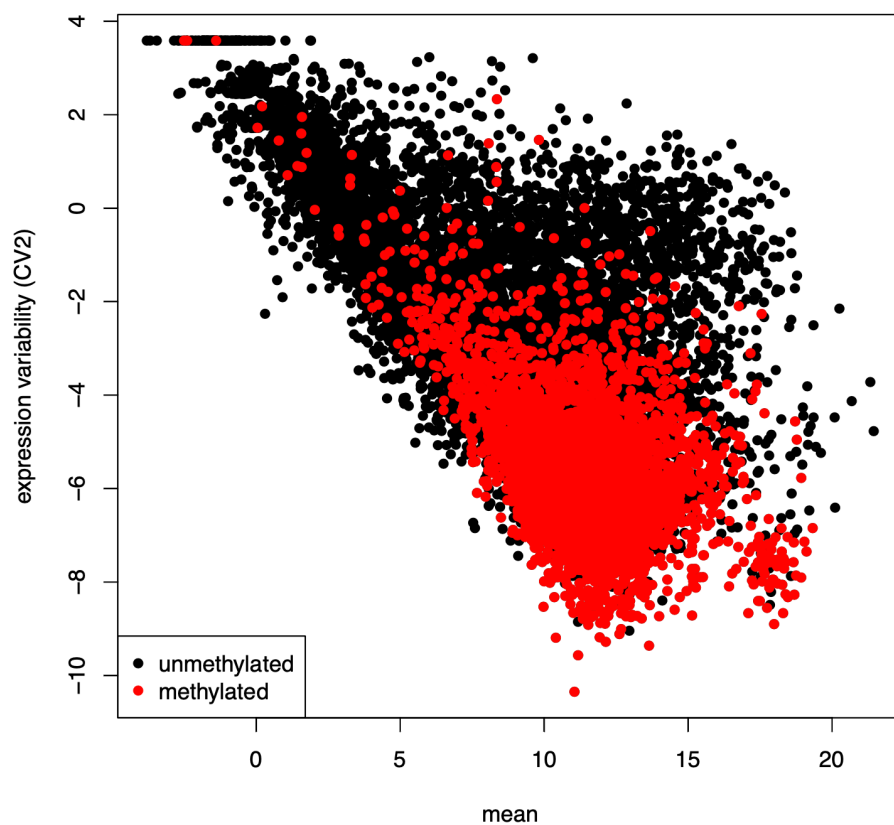

**Figure S8. Relationship between mean gene expression and expression variability.** Plot showing relationship between coefficient of variation ( $CV^2$ ) and mean expression (counts) for each gene. Red points indicate genes that are methylated, black points indicated unmethylated genes.

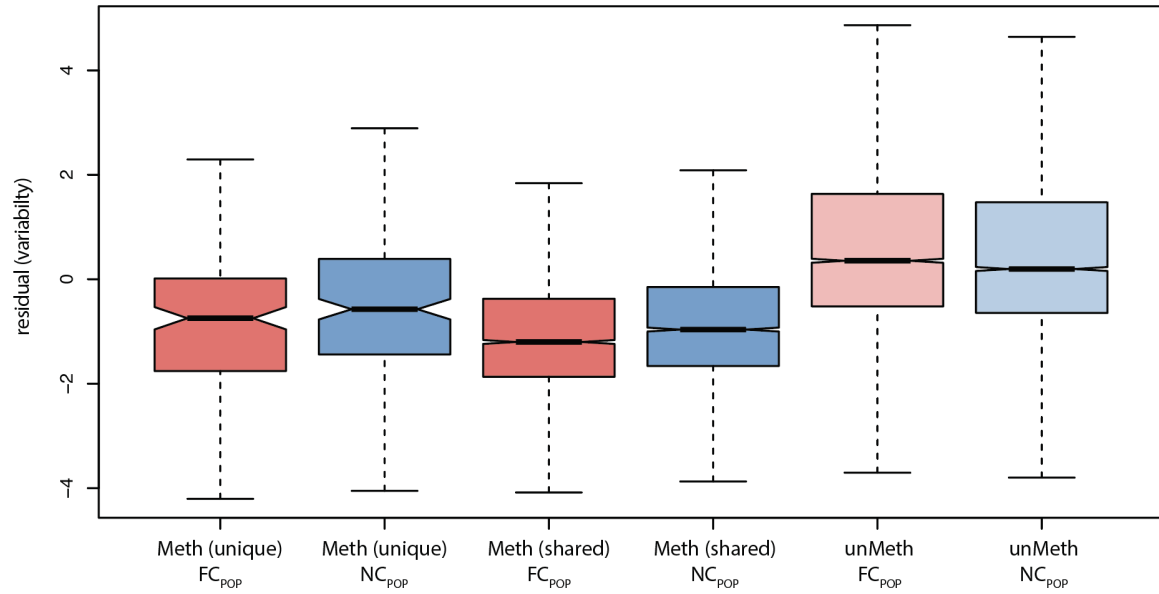

**Figure S9. Relationship between methylated genes and gene expression variability.**

Gene expression variability (residuals from loess fit; see Methods) was significantly reduced (all  $p$ 's  $< 2.2e-16$ ) in uniquely (FC<sub>POP</sub>  $n=171$ , NC<sub>POP</sub>  $n=217$  and shared methylated (Meth) genes compared to unmethylated (unMeth) genes in both Full Care (FC<sub>POP</sub>) and No Care (NC<sub>POP</sub>) population (two-sided Wilcoxon test). Data are presented as boxplots. Horizontal lines (bold and black) represent the median. The lower and upper edges of the boxplot represent the interquartile range. Whiskers extend between the highest and the lowest data points within 1.5 times the interquartile range from the median.

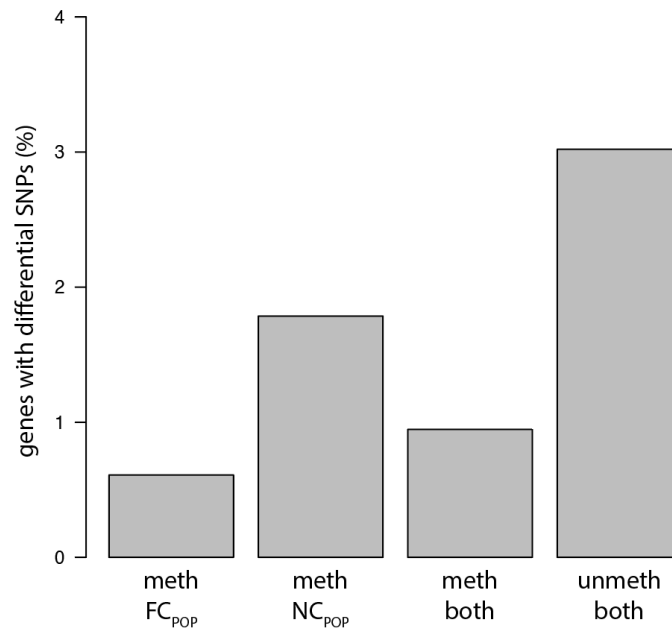

**Figure S10. Small nucleotide polymorphisms (SNPs) in methylated genes.** Percent of 5mC genes containing differential SNPs between populations as a function of methylated genes unique to each population (meth FC<sub>POP</sub> or meth NC<sub>POP</sub>) compared to genes that were methylated (meth) or not methylated (unmeth) in. Genes with 5mC in general showed a reduced tendency to contain highly differentiated SNPs compared to genes that were not methylated in either population (Fisher's test,  $p=1 \times 10^{-15}$ ).

# Supplementary material for: Gene body methylation evolves during the sustained loss of parental care in the burying beetle
**Source:** Nat Commun. 2024 Aug 4;15:6606. doi: 10.1038/s41467-024-50359-0
**Supplement:** Supplementary file 3 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Bioinformatic processing: TrimGalore (0.5.0), HiSat2 (2.1.0),FastQC (0.11.9), Stringtie (2.0.3), BISCUIT (1.0.0), RepeatModeller (2.0.1), RepeatMasker (4.1.0), Bedtools (2.29.2), BLAST2GO (5.1.1) and Bismark (0.22.3). Stastical analyses: R version (4.1.2) and R packages: tidyverse (2.0.0), DESeq2 (1.26.0), MCMCglmm (2.29), topGO (2.38.1), mixtools (2.0.0), lme4 (1,1-34) and adegenet (2.1.3). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw sequencing data generated by this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number (GSE171776).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Wild-caught population were exposed to care (FC) or no care (NC) for 30 generations. Each treatment was replicated twice and comprised of 50-75 families at each generation. Source population and breeding data described in Schraeder et al., 2017 and Mashoodh et al., 2023. RNA and DNA methylation (5mC) was analysed in larvae on the 30th generation.                                                                                                                                                                            |
| Research sample          | For molecular analyses we sampled multiple larvae from 15 families on generation 30 from each population replicate. Half were in their native condition (either FC in FC or NC in NC) or half were in their reciprocal condition (e.g., FC in NC or NC in FC). For a total of 4 conditions: FCFC, NCNC, FCNC and NCNC. From this we created sequencing libraries by pooling larvae for RNA-seq (11-12 libraries/condition; 4 larvae per library) and bisulfite-sequencing libraries (3-4 libraries/condition; 8-11 larvae per library). |
| Sampling strategy        | Unrelated families were randomly selected. Sample sizes were chosen based on standards in the field for both methylation and RNA analyses and increasing pooling of multiple individuals to increase finding results of large effect. This strategy is similar to other experimental evolution studies conducted in other insects (e.g., <i>Drosophila</i> ).                                                                                                                                                                           |
| Data collection          | Animal husbandry and breeding data was collected by several students, postdocs and research assistants over the course of experimental evolution and recorded on physical datasheets and recorded in shared excel sheets. Samples were collected and snap frozen by PI Mashoodh with the help of students (acknowledged in manuscript).                                                                                                                                                                                                 |
| Timing and spatial scale | Experimental evolution began in 2014. Samples were collected in 2018 and flash frozen for subsequent analyses.                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data exclusions          | All data was retained except for RNA sequencing where lowly expressed genes (those with less than 15 counts in more than 90% of samples) were filtered from raw counts table.                                                                                                                                                                                                                                                                                                                                                           |
| Reproducibility          | We have replicated the experimental evolution across two blocks per experimental condition. Previous work has shown concordance between blocks (Mashoodh et al.)                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization            | Wild-caught individuals were bred in the lab. From each family, Siblings were randomly assigned across the 4 populations to ensure that each replicate line was genetically identical and divergence could be attributed to the experimental manipulation. Families selected for molecular analyses were randomly selected and were unrelated (within population) to maximise population level inference. Individual larvae were balanced across libraries to sample block structure and families equally across the libraries.         |
| Blinding                 | During breeding experimenters were not blind to conditions as care needed to be manipulated and selection lines needed to be kept separately to prevent accidental interbreeding. Upon sample collection, samples were assigned unique IDs that made experimenters blind to experimental condition.                                                                                                                                                                                                                                     |

Did the study involve field work? ☐ Yes ☒ No

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Populations of <i>Nicrophorus vespilloides</i> that were maintained in the lab across 30 generations.                                                              |
| Wild animals            | This particular study does not report on wild animals, though source populations were based on wild-caught beetles (permission granted from local Woodland Trusts) |
| Reporting on sex        | N/A                                                                                                                                                                |
| Field-collected samples | N/A                                                                                                                                                                |
| Ethics oversight        | Ethical oversight is currently not required for the use of arthropods for scientific purposes in the UK.                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

# Supplementary material for: Gene body methylation evolves during the sustained loss of parental care in the burying beetle
**Source:** Nat Commun. 2024 Aug 4;15:6606. doi: 10.1038/s41467-024-50359-0
**Supplement:** Supplementary file 4 — Description Of Additional Supplementary File

## Description of Additional supplementary files

### Supplementary Data 1

**Description:** Table of differentially expressed genes unique to the No Care population (NCPOP) with base mean expression (baseMean), log-fold change (log2FoldChange) and error (lfcSE), p-value and adjusted p-value (padj).

### Supplementary Data 2

**Description:** GO enrichment result tables for differentially expressed and differentially methylated genes for environmental (exposure to No Care) versus evolved changes 1 (sustained exposure to No Care).

How the deposited data were processed for this re-analysis (not part of the article)

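RNA sequencing of pooled larval heads covered 46 libraries, 1 per family, from FC_POP_ and NC_POP_ larvae raised with care (FC_ENV_) or without it (NC_ENV_). Libraries were assigned to population, environment, line and block by the family names in the deposited labels and by the paper. The labels name 60 samples in all, and 14 of them are bisulfite libraries, which were not analysed here. No column belonged to another sample, with 0 columns left aside. No paired analysis was possible because the labels show no family in more than 1 group, and a family number recurs only between lines of different populations and blocks. The block was a covariate instead.

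The authors trimmed the reads, mapped them with HISAT2 to the RefSeq assembly of *N. vespilloides*, quantified them with StringTie and deposited the counts per gene as whole numbers without normalization. The total of a library ran from 102719698 to 145666277 counts, with a median of 115258788. Of the values from 1 to 100, 39.8% were multiples of 4, where 25% of whole numbers are. The totals do not give the precision of a single gene, since the filter keeps genes at or near 0 counts in most libraries, and there a few counts decide a fold change. Of the 13761 genes, 508 had 0 counts in every library. Each identifier was paired with the RefSeq symbol at the same place in the gene table of the same assembly, and the pairing was checked on the 82 genes of Supplementary Data 1, of which 82 matched. It was also checked against the mean expression in the Source Data, which held 1999 of 12524 genes here. The gene table gave no product names or scaffolds, so products come from Supplementary Data 1 alone, and gene lists by product, the DNA methyltransferases and gene ontology terms were not analysed here.

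Counts were analysed in R 4.3.3 with edgeR 4.0.16, TMM normalization and the quasi-likelihood test, with 4 groups in 1 fit and the block as a covariate. Genes with at least 15 counts in at least 10% of the libraries were tested (11777 genes). A DEG had a Benjamini-Hochberg adjusted p under 0.01 and an absolute log_2_ fold change of at least 1. The tests, the alternatives and the rule for named genes were written before the data were examined, and later additions are marked as chosen after seeing the data. The named genes were the cytochrome P450, odorant-binding protein, glutamate receptor and orexin receptor genes of Supplementary Data 1, and for each response the 3 largest rises and falls among DEGs with a mean of at least 50 normalised counts and the same direction in both blocks, of which the text gives a few. Alternatives were DESeq2 1.42.0 with and without ashr 2.2.63 shrinkage, DESeq2 size factors in edgeR, no filter or a filter of 15 counts in at least 50% of the libraries, an adjusted p under 0.05, only the groups compared in the fit, no block covariate, each block alone and each library left out.

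Discriminant scores came from the first 10 principal components of DESeq2's regularised log values (MASS 7.3.60.0.1), with each library scored by a function built without it, and effects were tested by 100000 Freedman-Lane permutations. The regularised log values and the components were computed once on all libraries. Variance shares came from vegan 2.7.1 with 99999 permutations. CV2 used counts divided by DESeq2 size factors and 1000 permutations of the group labels within blocks. Splits of the libraries, shuffled population labels and shuffled block labels were drawn 100 times each, the real one included, and refitted. The interval of the slope came from 100 resamples of the libraries in edgeR with fixed dispersions, where the slope was 0.621. A first version had resampled means of log_2_ CPM, where the slope was 0.751, and was replaced after its result was seen because it estimated another quantity than the slope reported. The comparison with unchanged groups against shared controls was also revised after its first result, because that version had copied the chance error of the controls into the simulated group and so could not show what sharing them does.

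The steps were tested on simulated data drawn from the means and library sizes of the real libraries. Of 200 genes changed by a log_2_ fold change of 1.5 among 11777, edgeR called 184 and DESeq2 186, with 0 and 1 false calls, and neither called a gene in a contrast without change. A slope of 1 came back as 0.970 and a slope of 0.6 as 0.591. Simulated counts were drawn independently for each gene, so chance differences shared by many genes were absent. On the real libraries, shuffled population labels gave a median slope of 0.816, from 0.519 to 1.25. Random splits of the real NC_POP_FC_ENV_ and FC_POP_FC_ENV_ libraries called up to 23 genes. A log_2_ ratio of 1 between CV2 values came back as 0.984 over 9831 genes.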

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

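The tests in this part were set before their results were seen. The discriminant score, the total and the number of genes detected were each checked for outlying libraries within line and environment, in 24 checks, and 0 libraries lay out, with a largest gap of 0.605 of the range.

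The paper does not count the genes that differ between the populations without care. Between the 12 NC_POP_NC_ENV_ and the 11 FC_POP_NC_ENV_ libraries, 10 genes were DEGs, 1 higher and 9 lower in the NC_POP_, and 1951 genes had an unadjusted p under 0.05, where 589 are expected by chance. At an unadjusted p under 0.05, 3 of 100 splits of these libraries, the real one included, gave as many genes. Of the same 100 splits, 1 gave as many DEGs, the real one, and the largest other count was 1. The count rests on few libraries: it was 4 without F2_36 of FC_POP_NC_ENV_, 19 without F1_04 of FC_POP_NC_ENV_ and 21 without N1_37 of NC_POP_NC_ENV_. It was 1 in block 1 and 23 in block 2. The normalization was not tested as a cause, since DESeq2 size factors (9 genes) moved hardly any count. LOC108569014, named after its values were seen, was at 46.3 ± 6.64 CPM (SD, n = 12) in NC_POP_NC_ENV_ and 107 ± 62.6 (SD, n = 11) in FC_POP_NC_ENV_, a log_2_ fold change of −1.18 (standard error 0.182, adjusted p = 7.92e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC108565522, chosen in the same way, was lower in the NC_POP_ both without care (−2.25, standard error 0.452) and with care (−2.38, standard error 0.470). With 2 lines per population, drift within single lines is an alternative to the care regime. If the care regime set the differences, those between N1 and F1 and those between N2 and F2 would go together across genes. Their correlation was −0.174, and 83 of 100 shuffles of the population labels within environment and block gave one as high, so this test, with a shuffled range of −0.426 to 0.454, decides neither for nor against drift. A biological difference between the care regimes also stays open. Sharing of reads between gene copies was not tested.

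The paper treats the lines as replicates and does not report differences between lines of 1 population. Averaged over both environments, F1 and F2 differed at 50 genes, 19 higher and 31 lower in F1, and N1 and N2 at 66 genes, 47 higher and 19 lower in N1. The difference between the populations in the same fit, averaged over lines and environments, comprised 29 genes. Of 100 splits of the FC_POP_ libraries, 1 gave as many DEGs as the real lines, and of 100 splits of the NC_POP_ libraries, 1 did, in each case the real split, with a largest other count of 1. The counts were lower without some libraries: 29 without F1_04 for F1 and F2, and for N1 and N2 33 without N2_18, 35 without N2_16, 39 without N2_17, 40 without N2_08 and 43 without each of N2_03, N2_06 and N2_24. Within a population, line and block cannot be told apart, because each block holds 1 line of it. A block effect common to both populations would make the differences F1 to F2 and N1 to N2 go together. Their correlation across genes was 0.0294, and 47 of 100 shuffles of the block labels gave one as high, with a shuffled range of −0.572 to 0.459, so the test does not exclude a common block effect. The block accounted for 3.76% of the variance among all libraries (p = 0.0440, permutation test). A common block effect, drift or founder differences between lines, and block effects that differ between populations, stay open.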

How the results depend on the processing

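The count of DEGs in FC_POP_NC_ENV_ against FC_POP_FC_ENV_ (831) stayed within 1.5 times, from 645 to 1121, under every alternative except the single blocks, and it was above that of NC_POP_NC_ENV_ (442) under all of them except block 1 alone, where 632 stood against 292. In block 1 alone there were also 134 DEGs within the NC_POP_, 1 between the populations without care, 182 shared genes, 110 only in FC_POP_NC_ENV_ and 450 only in NC_POP_NC_ENV_. In block 2 alone there were 412 DEGs in FC_POP_NC_ENV_, 58 in NC_POP_NC_ENV_, 0 in NC_POP_FC_ENV_ (1206 genes at an unadjusted p under 0.05), 139 within the NC_POP_, 23 between the populations without care, 30 shared and 28 only in NC_POP_NC_ENV_, and the slope was 0.835. The cause of the opposite orders was not tested. Within each block alone, the response within the NC_POP_ had fewer DEGs than that within the FC_POP_.

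DESeq2 called 15 genes in NC_POP_FC_ENV_, 422 within the NC_POP_, 34 between the populations without care, 1 with an interaction, 172 only in NC_POP_NC_ENV_, 97 between F1 and F2 and 226 between N1 and N2. With ashr shrinkage these were 12, 164, 18 and 1 for the first 4, 163 between N1 and N2, and the slope was 0.338. Within the NC_POP_, the 272 DEGs were 160 higher and 112 lower, but with ashr 66 higher and 98 lower. This balance also changed with the block, with 54 higher and 80 lower in block 1 alone and 111 higher and 28 lower in block 2 alone. At an adjusted p under 0.05 there were 788 DEGs in NC_POP_NC_ENV_, 13 in NC_POP_FC_ENV_, 560 within the NC_POP_, 38 between the populations without care, 565 shared, 223 only in NC_POP_NC_ENV_, 106 between F1 and F2 and 333 between N1 and N2. The counts in NC_POP_FC_ENV_ were 3 without a filter and 2 with 15 counts in at least 50% of the libraries. Fits of only the groups compared gave 1 in NC_POP_FC_ENV_ and 1 between the populations without care. The cause was not tested in these cases. No alternative in edgeR called a gene with an interaction (940 at an unadjusted p under 0.05 in the fit reported).

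Among other definitions, the slope was 0.755 for genes chosen by their response within each population and 0.809 against FC_POP_FC_ENV_ for both populations. It was 0.640 by total least squares and 0.548 over all tested genes, and under 1 under all alternatives. DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05 together, chosen after seeing the data and after several combinations were tried against the paper's counts, gave 13 DEGs in NC_POP_FC_ENV_, 166 within the NC_POP_, 20 between the populations without care, 1 with an interaction and a slope of 0.337. Counts divided by 4, also chosen after seeing the data, moved no count by more than 1.5 times.

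For the discriminant scores, the environment effect and its variance share stayed past the threshold under all alternatives. The size of the environment effect depended on the number of principal components, at 2.84 with 5, 4.51 with 10 and 7.84 with 20. It was 4.53 with a function built on the native groups alone and 4.30 with log_2_ CPM. The population effect changed sign with 20 principal components, at 0.055. The interaction was −1.98 with log_2_ CPM (p = 0.0106, adjusted p = 0.0211 from the permutation test with Benjamini-Hochberg adjustment over the 4 effects) and −1.85 with a function built on the native groups alone (p = 0.0419, adjusted p = 0.0559 from the same test and adjustment), so that only the former passed 0.05 after adjustment. These p-values measure spread among families, not among the 2 lines of each population. The block effect was −1.12 with the native groups alone (adjusted p = 0.0298 from the same test and adjustment) and changed sign with log_2_ CPM (0.117). The cause was not tested. The median log_2_ ratio of CV2 of NC_POP_NC_ENV_ to FC_POP_FC_ENV_ stayed negative under its alternatives, from −0.17 to −0.029, and within chance. In comparisons added after the data were examined, the ratio of the NC_POP_ to the FC_POP_ was 0.17 within NC_ENV_ (p = 0.412, permutation test) and −0.056 within FC_ENV_ (p = 0.751), and that of NC_ENV_ to FC_ENV_ was 0.018 within the NC_POP_ (p = 0.916) and −0.15 within the FC_POP_ (p = 0.378).

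Across the 46 fits that each left out a library, the DEGs in FC_POP_NC_ENV_ ran from 703 to 988, in NC_POP_NC_ENV_ from 342 to 614, in NC_POP_FC_ENV_ from 3 to 8 (17 fits beyond 1.5 times, at 8 without N1_23 and at 3 without F1_01, F1_04, F1_06, F1_15, F1_17, F1_20, F2_38, F2_47, N1_25, N1_26, N1_30, N1_32, N1_33, N2_01, N2_10 or N2_16), within the NC_POP_ from 193 to 450 (450 without N2_08, 440 without N1_29, 431 without N1_27), between the populations without care from 4 (without F2_36) to 21 (without N1_37), shared from 250 to 455, only in FC_POP_NC_ENV_ from 399 to 576 and only in NC_POP_NC_ENV_ from 81 to 224 (without N2_08). The interaction stayed at 0 to 0. The slope ran from 0.574 to 0.812 (without N1_29). Between F1 and F2 the count ran from 29 (without F1_04) to 54, and between N1 and N2 from 33 (without N2_18) to 95.

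Of 528 values of named genes under the alternatives, 465 kept their direction and their side of the threshold, 27 fell short of it, 26 newly passed it and 10 changed direction. The response of LOC108562103 in the FC_POP_ changed direction with only the groups compared (−0.67), without the block (−0.16) and in block 2 (−2.81). In block 2 the response of LOC108567230 (−2.63) and of LOC108567943 (−0.27) did so too. Between the populations without care, LOC108557953 (−1.21), LOC108557937 (−0.060) and LOC108566901 (−0.52) changed direction in block 2, LOC108566901 without the block (−0.064) and LOC108567230 in block 1 (−0.057). The cause was not tested. The gene lists by product set as alternatives were not run.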

Differences from the paper's values

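In NC_POP_FC_ENV_ against FC_POP_FC_ENV_, 5 DEGs were found against the paper's 20. Of the alternatives set before the data were examined, DESeq2 with unshrunken fold changes came within 1.5 times, with 15, and the others did not. The Source Data of Fig. 1c give the paper's 9 higher and 4 lower genes, 13 in all, against 3 and 2 here. DESeq2 with unshrunken fold changes (10 and 5), DESeq2 with ashr shrinkage (8 and 4) and an adjusted p under 0.05 (9 and 4) came within the paper's, and the other alternatives did not. In that sheet the small counts carry the label of NC_POP_NC_ENV_ and the large ones that of NC_POP_FC_ENV_, and they were matched here as Fig. 1c draws them. DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05 together, chosen after seeing the values, gave 9 higher and 4 lower. The same fit gave 20 genes at an adjusted p under 0.01 and any fold change, also chosen after seeing the values, and 20 DEGs between NC_POP_NC_ENV_ and FC_POP_NC_ENV_.

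The log_2_ odds ratio of the overlap was 5.95 against the paper's 122.4265. On the scale of the odds ratio itself the value here was 61.9, and with DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05, chosen after seeing the values, it was 126, with a log_2_ odds ratio of 6.97. The overlap test was not repeated under the alternatives set before the data were examined.

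The population effect on the discriminant score was −0.594 against the paper's 0.27. With 20 principal components it was 0.055, which differs from the paper's by less than its error, and the other alternatives set before the data were examined did not close the gap. The interaction was −1.34 against the paper's −7.91, and none of these alternatives closed the gap. A least squares fit to the paper's own scores in the Source Data, a check outside these alternatives, gave −0.524 (standard error 0.936). The scores here had a Pearson correlation of 0.759 with those. The paper does not give the number of components kept, so the scales may differ. The paper's stated interval excludes its stated mean, and it includes the value here and those of all alternatives. The block effect was −0.167 against the paper's 0.03, and with log_2_ CPM it was 0.117, while the other alternatives kept a negative sign. This difference is one of sign alone, as it is smaller than the standard error of 0.367, and −0.167 lies within the paper's interval. The population effect of −0.594 also lies within the paper's interval. The paper does not state how the effects were coded. Coded as the difference between the populations in FC_ENV_, chosen after seeing the values, the population effect was 0.0781 (standard error 0.518). The same coding gave an environment effect within the FC_POP_ of 5.187 (standard error 0.518), which lies above the paper's interval for that effect.

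The log_2_ fold change of LOC108567230 between NC_POP_NC_ENV_ and FC_POP_FC_ENV_ was 3.905 against the paper's 1.732 (Supplementary Data 1), and that of LOC108567943 was −3.307 against the paper's −1.283. DESeq2 with ashr shrinkage gave 1.91 and −1.39, and none of the other alternatives set before the data were examined closed either gap. DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05, chosen after seeing the values, differed from the log_2_ fold changes of Supplementary Data 1 by at most 7.95e-04.

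The paper lists LOC108557953 among its DEGs, and here its adjusted p of 0.0105 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass. It passed in DESeq2 with and without ashr shrinkage (adjusted p = 9.60e-04 from the Wald test with Benjamini-Hochberg adjustment), without the block covariate, in block 1 alone, at an adjusted p under 0.05 and, chosen after seeing the data, with counts divided by 4 and with DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05. Of the 82 genes the paper lists, 78 were tested here and 56 called, and the last combination, chosen after seeing the values, called 82. The paper calls the odorant-binding protein 69a gene highly expressed, and the mean of LOC108567230 lay at percentile 3.24 of the tested genes here. The paper states that fewer genes respond and that more changes were lost than gained after evolution without care, and in block 1 alone the comparisons with FC_POP_FC_ENV_ had the opposite orders, with 292 against 632 DEGs and 110 against 450. The response within the NC_POP_ had 134 DEGs in that block, fewer than the 292 within the FC_POP_. The paper states that the interaction was absent on the discriminant score, and with log_2_ CPM it passed 0.05 (adjusted p = 0.0211 from the permutation test with Benjamini-Hochberg adjustment), while with a function built on the native groups alone it passed only before adjustment (adjusted p = 0.0559 from the same test and adjustment).

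The paper's other values compared here were within 1.5 times or within the error. The combination of DESeq2 with ashr shrinkage, at least 15 counts in total and an adjusted p under 0.05, chosen after seeing the values, gave the paper's 657, 385, 354 and 82 DEGs exactly. The paper's filter, less than 15 counts in more than 90% of libraries, left 11777 genes here, and at least 15 counts in total left the paper's 12772. With the same fit and an adjusted p under 0.01 within the FC_POP_ and under 0.05 within the NC_POP_, chosen after seeing the values, the slope over 3104 genes was 0.490 against the paper's 0.489. With edgeR's adjusted p and unshrunken fold changes, the same thresholds, also chosen after seeing the values, gave 0.707 over another set of 2848 genes. The paper's 385 genes compare NC_POP_NC_ENV_ with FC_POP_FC_ENV_, and the response within the NC_POP_ comprised 272 DEGs here. In the Source Data on expression variability, of which 1999 of 12524 genes were held here, the residuals given for the FC and the NC population were equal in 1988 of the 1999. Both had a correlation of 1.00 across genes with the NC_POP_NC_ENV_ residuals computed here, and the FC column had 0.771 with the FC_POP_FC_ENV_ residuals.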

Other observations

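The tests of the slope among highly expressed genes, of the spread of the scores and of neighbouring genes against random draws were chosen after the pattern was seen, and the test of shared controls was revised after its first result.

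The counts of DEGs were set against 100 splits of the same libraries each. For FC_POP_NC_ENV_ against FC_POP_FC_ENV_, 1 of 100 splits, the real one, gave as many as 831, and the largest other count was 27. For NC_POP_NC_ENV_ against FC_POP_FC_ENV_, 1 of 100 gave as many as 442, with 32 the largest other count. For the response within the NC_POP_, 1 of 100 gave as many as 272, with 3 the largest other count. For NC_POP_FC_ENV_ against FC_POP_FC_ENV_, 2 of 100 gave as many as 5, the real one and a split that gave 23, while 24 of 100 gave as many genes at an unadjusted p under 0.05. For the interaction all 100 splits gave at least the observed 0, and 14 of 100 gave as many as 940 genes at an unadjusted p under 0.05.

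A slope below 1 between the responses of the populations may arise without any difference between them, because the genes are chosen by values that include noise and the horizontal values carry error. With population labels shuffled within environment and block, 7 of 100 fits, the real one included, gave a slope as low as 0.611, so that choice of genes and noise stay open as an explanation. The slope was 0.548 over all tested genes, where none was chosen by its values. By total least squares, which lets both values carry error, it was 0.640. Neither was repeated with shuffled labels. A weaker response of the NC_POP_ stays open as well. A few genes near 0 counts with extreme fold changes stay open too: the slope among genes with a mean of at least 500 normalised counts over all libraries was 0.692, but that limit keeps genes near 0 counts in a single group, such as LOC108566663, and so decides nothing here. The direction of choice mattered: 92.8% of the genes called in the FC_POP_ response were smaller in the NC_POP_, and 53.7% of the genes called in the NC_POP_ response were.

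The overlap of DEGs between FC_POP_NC_ENV_ and NC_POP_NC_ENV_ was larger than an unchanged group gave against shared control libraries. With divided controls in the place of an unchanged group, at most 60 genes were shared, against 328, although each part then held 6 libraries where the real groups hold 12. In that draw the stand-in had 68 DEGs, and the simulated group had 0 DEGs throughout. These counts therefore cannot show how far shared controls raise the overlap of groups that respond. The correlation across all genes was 0.877, against −0.18 to 0.656 with divided controls and 0.120 to 0.207 with simulated ones. The responses within each population share no library, and 203 of the 272 DEGs within the NC_POP_ were among the 831 within the FC_POP_. A response to the loss of care that both populations share remains a hypothesis, found and tested on the same libraries.

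Called genes lay next to each other in the annotation more often than random tested genes, taking successive records with rising positions as neighbours. Of the 831 DEGs of the FC_POP_ response, 149 pairs were adjacent, against a mean of 47.8 and a maximum of 74 in 10000 draws (one-sided, p = 1e-04, the smallest these draws can give), and 140 of them moved the same way. Records that overlap or touch could share reads, but 86 pairs at least 1000 bases apart remained, against a mean of 19.5 and a maximum of 37 (p = 1e-04, the smallest these draws can give). The NC_POP_ response had 40 pairs (mean 5.07) and 29 at that distance (mean 2.06). Reads shared between copies of tandem genes were not tested, since no sequence was used here, and joint regulation of neighbouring genes remains an untested hypothesis.

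Low deposited values gathered at multiples of 4. There were 8701 values of 4, which is 4.41 times the mean at the neighbouring values, and 3.91 times for 8. A candidate explanation is that each fragment was counted as several units when coverage was turned into counts, for instance through the read length assumed. Dividing the counts by 4 and rounding, chosen after seeing the data, gave 916 DEGs in FC_POP_NC_ENV_, 508 in NC_POP_NC_ENV_, 304 within the NC_POP_ and a slope of 0.620. The explanation itself was not tested.

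A negative result concerns the spread of the scores. The wider spread in FC_ENV_ of the FC_POP_ raised the hypothesis that scores vary more with care than without it, yet the SD of the deviations was 1.23 in FC_ENV_ and 1.18 in NC_ENV_, and the ratio of variances was within chance (two-sided permutation test, p = 0.852). No relation of the deviations in FC_ENV_ to the library totals was found (permutation test, p = 0.753), which leaves library size open. The variance shares gave a further value that the paper does not report: the 4 lines, a term that includes the differences between populations and between blocks, accounted for 9.85% of the variance among the 46 libraries (p = 0.0156, permutation test). The share of the lines within populations was not computed.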
